# The conserved RNA recognition motif and C3H1 domain of the Not4 ubiquitin ligase regulate *in vivo* ligase function

**DOI:** 10.1038/s41598-018-26576-1

**Published:** 2018-05-25

**Authors:** Hongfeng Chen, Tirupataiah Sirupangi, Zhao-Hui Wu, Daniel L. Johnson, R. Nicholas Laribee

## Abstract

The Ccr4-Not complex controls RNA polymerase II (Pol II) dependent gene expression and proteasome function. The Not4 ubiquitin ligase is a Ccr4-Not subunit that has both a RING domain and a conserved RNA recognition motif and C3H1 domain (referred to as the RRM-C domain) with unknown function. We demonstrate that while individual Not4 RING or RRM-C mutants fail to replicate the proteasomal defects found in Not4 deficient cells, mutation of both exhibits a Not4 loss of function phenotype. Transcriptome analysis revealed that the Not4 RRM-C affects a specific subset of Pol II-regulated genes, including those involved in transcription elongation, cyclin-dependent kinase regulated nutrient responses, and ribosomal biogenesis. The Not4 RING, RRM-C, or RING/RRM-C mutations cause a generalized increase in Pol II binding at a subset of these genes, yet their impact on gene expression does not always correlate with Pol II recruitment which suggests Not4 regulates their expression through additional mechanisms. Intriguingly, we find that while the Not4 RRM-C is dispensable for Ccr4-Not association with RNA Pol II, the Not4 RING domain is required for these interactions. Collectively, these data elucidate previously unknown roles for the conserved Not4 RRM-C and RING domains in regulating Ccr4-Not dependent functions *in vivo*.

## Introduction

Gene expression is dynamically regulated by the environment and is controlled at multiple stages for cells to maintain homeostasis. While studies of the RNA polymerase II (Pol II) transcription cycle subdivide this process into the initiation, elongation, and termination phases, in reality these processes function in a continuum that involves a suite of multifunctional Pol II co-regulators^1^. The eukaryotic Ccr4-Not complex functions at every stage of the mRNA lifecycle, from controlling Pol II initiation and elongation, to participating in mRNA nuclear export, translational regulation, and mRNA decay^2,3^. Originally identified in budding yeast, the nine core subunits (Not1-Not5, Ccr4, Caf1, Caf40, and Caf130) form a stable macromolecular complex of approximately 1.0 MDa in size. The complex is conserved in metazoans where it contains additional subunits not found in yeast^4^. The essential Not1 subunit serves as a scaffold upon which the other subunits assemble to form a modular complex^5–8^. Ccr4-Not functions predominantly as a holocomplex, although sub-complexes may form *in vivo* to regulate a subset of its functions. Because it controls all stages of Pol II-dependent gene expression, as well as Pol I transcription^9^, Ccr4-Not may integrate environmental information to coordinate gene expression mediated by different transcription systems^10^.

Integral to yeast Ccr4-Not are the enzymatic activities provided by the Ccr4 and Not4 subunits. Ccr4 is an RNase belonging to the exonuclease-endonuclease-phosphatase (EEP) enzyme family that specifically degrades polyadenylated mRNA and regulates global mRNA decay^2,11–13^. Caf1 is an RNase belonging to the DEDD superfamily. While yeast Caf1 lacks conserved residues in the active site required for catalysis and is not an active enzyme, its metazoan orthologs contribute substantially to mRNA turnover *in vivo*^12,14–16^. In contrast, the unique Not4 ubiquitin ligase remains poorly characterized in both yeast and mammals. Not4 contains an N-terminal C_4_C_4_ RING ubiquitin ligase domain that interacts with the Ubc4 and Ubc5 (Ubc4/5) E2 ubiquitin conjugating enzymes to mediate substrate ubiquitylation^17–19^. The yeast Not4 C-terminus, which lacks identifiable domains, is responsible for stable integration into Ccr4-Not^20^. This region is less conserved with metazoan Not4; consequently, metazoan Not4 does not stably integrate into the core Ccr4-Not complex^6,21^. Adjacent to the RING domain is an RNA recognition motif (RRM) and a C3H1 domain, which we collectively denote as the RRM-C domain, whose functions are not defined^22,23^. Intriguingly, how Not4 recognizes its few defined substrates is unclear, suggesting the possibility that the Not4 RRM-C domain may play a role. The RING and RRM-C domains are highly conserved throughout evolution such that human CNOT4 can complement a *not4Δ* mutant^17^. Although few Not4 substrates are known, yeast lacking Not4 exhibit substantial growth impairment and wide-ranging sensitivity to many environmental stressors thus illustrating its importance *in vivo*^18,24^. One well characterized Not4 substrate is Jhd2 which is the sole histone H3 lysine 4 trimethylation (H3K4me3) demethylase in yeast. Not4 loss causes a global decrease in H3K4me3 due to increased Jhd2 stability^25–27^. Other known Not4 substrates include translational quality control components, the stress transcription factor Yap1, and the cyclin C subunit of the Mediator complex^28–30^. Yet none of these substrates explain the importance of Not4, thus suggesting additional substrates remain to be identified.

Ccr4-Not positively and negatively regulates Pol I and Pol II transcription through unclear mechanisms. Whether the Not4 RRM-C contributes to transcriptional control or mRNA turnover by binding RNA remains unknown, yet Ccr4-Not association with Pol II is thought to be independent of RNA binding^31^. Ccr4-Not also controls global proteostasis through Not4-dependent regulation of proteasome assembly and activity. In *not4Δ* cells, proteasomes form aberrant, salt-resistant structures exhibiting defects in 19S regulatory particle (19S RP)-dependent substrate deubiquitylation, while 20S core particles (20S CP) have increased *in vitro* catalytic activity^20,32^. How Not4 controls proteasome activity is unclear, although part of its role involves regulating the stability of the proteasome associated factor Ecm29 which participates in proteasome assembly and is a proteasome negative regulator^20,33^.

The combination of RRM and C3H1 domains makes Not4 unique among eukaryotic E3 ubiquitin ligases^34^. To define if the RRM-C domain contributes to Not4 function *in vivo*, we generated mutations at highly conserved residues within the RRM-C and assessed their contribution to Not4-dependent proteasome regulation and Pol II transcription. We find the Not4 RRM-C collaborates with the RING domain to control proteasome activity and global proteostasis. Transcriptome (RNA-seq) analysis reveals the RRM-C selectively affects Pol II-dependent gene expression involved in biological pathways related to transcription elongation, cyclin-dependent kinase (CDK) dependent nutrient responses, and ribosome biogenesis. In addition, while the RRM-C domain does not affect Ccr4-Not association with Pol II, we demonstrate that the Not4 RING domain is essential for these interactions. Our study thus provides the first evidence that the evolutionarily conserved Not4 RRM-C domain is required for *in vivo* Not4 function.

## Results

### Generation and *in vivo* characterization of the Not4 RRM-C mutant

The Not4 RING residues necessary for Ubc4/5 interaction were defined previously, while the Not4 C-terminus was shown to mediate stable Not4 integration into Ccr4-Not^18,20^. Yet a functional role for the highly conserved RRM-C domain (shown in Fig. 1A and aligned against human CNOT4 in Fig. 1B) was never determined within the context of full-length Not4. To address the role of the RRM-C, we utilized the analysis tools available in the SMART and PROSITE databases to identify conserved residues shared with other RRM domain factors^35–38^. We identified both glycine 167 (G167) and phenylalanine 202 (F202) to be highly conserved amongst many RRM containing proteins, as well as a key conserved cysteine residue (C244) in the C3H1 domain. These residues were changed to alanine to generate the triple mutant (G167A F202A C244A), hereafter referred to as Not4RRM (Fig. 1A). Wild-type and *not4Δ* cells were transformed with control vector, or vectors expressing C-terminal FLAG-tagged wild-type Not4 (Not4WT), the previously characterized Not4 I64A which disrupts interaction with E2 enzymes (referred to hereafter as Not4RING) (Fig. 1A,B)^18^, Not4RRM, or the Not4 RING + RRM (Not4RING/RRM) mutants, and their protein expression was assessed by α-FLAG immunoblotting. The WT and different mutants were readily detectable, with higher expression observed for the Not4RRM and Not4RING/RRM mutants relative to Not4WT, while the Not4RING expressed at an intermediate level (Fig. 1C). Interestingly, the Not4RING/RRM exhibited a slower migrating form relative to Not4WT, suggesting this mutant may have differences in its modification status since Not4 is post-translationally modified^17,39^. Reverse transcription coupled with qPCR (RT-qPCR) analysis revealed increased *NOT4* mRNA in Not4RRM and Not4RING/RRM cells relative to Not4WT (Fig. 1D). These data demonstrate that the increased protein expression in these mutants is due at least in part to elevated mRNA levels.

**Figure 1:**
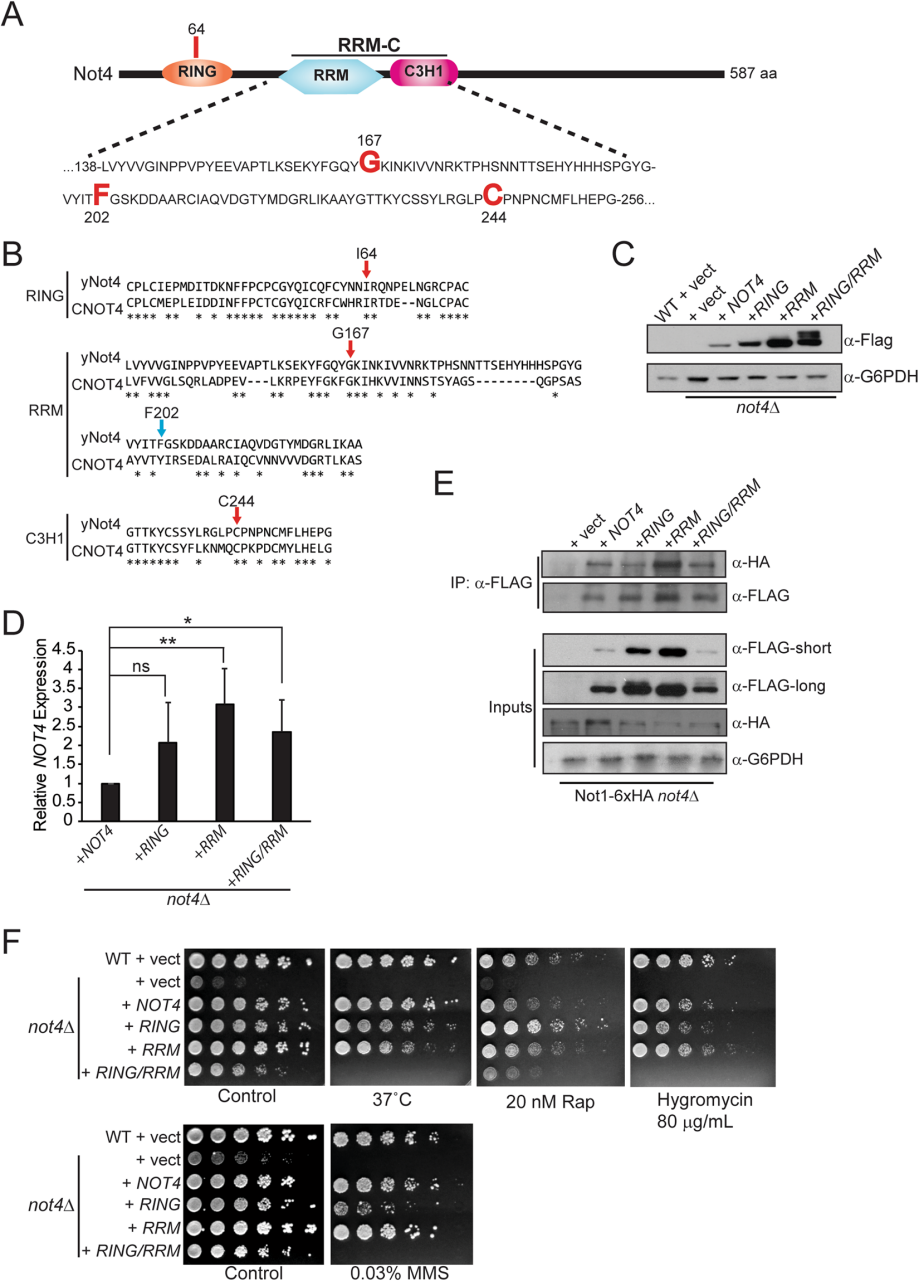
The Not4 RRM and C3H1 domains contribute to Not4 function *in vivo*. (**A**) Schematic of the domain architecture of Not4. Sequence of the RRM and C3H1 domains is shown. The residues mutated in the RING, RRM and C3H1 domains are indicated in large, bold red letters. The RRM and C3H1 combinatorial mutant is referred to throughout as the Not4RRM mutant. (**B**) Amino acid alignment of the RING, RRM, and C3H1 domains from yeast Not4 (yNot4) and human CNOT4. The red arrows indicate invariant residues while the blue arrow indicates a conservative difference (phenylalanine to tyrosine). (**C**) Immunoblot of log phase cell extracts from wild-type (WT) cells transformed with control vector, *not4Δ* transformed with control vector, or *not4Δ* transformed with vectors expressing C-terminal FLAG tagged Not4 WT (*NOT4*) or the indicated Not4 mutants. (**D**) The *not4Δ* cells expressing Not4WT, Not4RING, Not4RRM, Not4RING/RRM were subjected to RT-qPCR analysis to quantify *NOT4* mRNA expression. The data are the average and SD of five independent experiments with significance determined by two-sided Student’s t-test. *p < 0.05; **p < *0.01*. (**E**) Not1-6XHA *not4Δ* cells were transformed with the indicated Not4 expression vectors and the association of Not4WT and the different Not4 mutants with Not1 was assessed by α-FLAG IP and α-HA immunoblot. (**F**) The indicated strains were cultured overnight and then equal numbers of cells were 5-fold serially diluted and spotted to plates containing control media or media with the indicated agents. All plates were incubated at either 30 °C or 37 °C for 4–6 days.

To confirm the different Not4 mutants incorporate into Ccr4-Not, vectors expressing Not4WT and the individual mutants were transformed into *not4Δ* cells expressing an integrated C-terminal 6XHA epitope tag at the *NOT1* genomic locus. Cell extracts from log phase cells were prepared and immunoprecipitated with α-FLAG antibody. Both Not4WT and the Not4 mutants readily co-precipitated Not1 (Fig. 1E), thus demonstrating they all associate with Ccr4-Not. We do note that, for reasons not currently understood, we consistently detect less Not4RING/RRM expression in cells also expressing Not1-6XHA; however, the reduced expression of Not4RING/RRM does not prevent its integration into Ccr4-Not (Fig. 1E). Next, we assessed the ability of Not4WT and the various mutants to rescue a diverse set of *not4Δ* phenotypes. Wild-type (WT) and *not4Δ* cells expressing control vector, or the different Not4 constructs, were cultured overnight to saturation. Equal numbers of cells then were five-fold serially diluted and spotted to control media, or media containing the indicated concentrations of the specific target of rapamycin complex 1 (TORC1) inhibitor rapamycin, the translation inhibitor hygromycin B, or the DNA damaging agent methylmethane sulfonate (MMS). In addition, cells were spotted to duplicate control plates and incubated at 37 °C since *not4Δ* is temperature-sensitive^18,24^. On control plates, and in the presence of the different stressors, *not4Δ* with empty vector grew either poorly or not at all, whereas Not4WT grew under all conditions tested (Fig. 1F). The Not4RING mutant, which prevents interaction with its partner E2 enzymes to impair Not4 ligase activity^18^, exhibited only minor sensitivity to MMS and was not substantially sensitive to the other stressors (Fig. 1F). These results demonstrate that disruption of Not4 RING function alone is insufficient to phenocopy a *not4Δ*. The Not4RRM mutant also grew similarly to Not4WT under all the conditions examined, while the Not4RING/RRM mutant failed to grow at 37 °C, in the presence of hygromycin or MMS, and it only weakly grew in the presence of rapamycin (Fig. 1F). Therefore, *in vivo* Not4 requires both the RING and RRM-C domains to mediate its functions within Ccr4-Not.

### Not4 requires both the RING and RRM-C domains to maintain proteostasis

A core Not4 activity is to regulate the assembly and activity of the proteasome to maintain ubiquitin homeostasis and control global proteostasis^20^. To determine the individual contributions the Not4 RING and RRM-C domains have in proteasome regulation, we prepared denaturing protein extracts from cells expressing the individual Not4 mutants, resolved them by SDS-PAGE, and performed α-ubiquitin IB. Very little ubiquitin specific smearing (indicative of polyubiquitylated protein accumulation) was detectable in WT control cells, while *not4Δ* accumulated significant amounts of polyubiquitylated proteins that was restored to normal by re-expressing Not4WT (Fig. 2A). Although the extent of accumulation exhibited minor variability between replicates, the Not4RING mutant consistently resulted in lower amounts of polyubiquitylated proteins relative to *not4Δ* vector control (Fig. 2A). These data demonstrate that the ligase deficient Not4RING mutant still promotes low level 19S RP-dependent deubiquitylation. Importantly, while the Not4RRM mutant alone had no effect, the Not4RING/RRM mutant completely phenocopied Not4 loss of function (Fig. 2A). Importantly, the proteasome associates both with Not4WT and the different mutants, thus excluding the possibility these changes in 19S activity are caused by impaired interactions between the 19S and Ccr4-Not (Supplementary Fig. S1). Thus, the Not4 RRM-C acts redundantly with the RING domain to control global 19S RP-dependent deubiquitylation.

**Figure 2:**
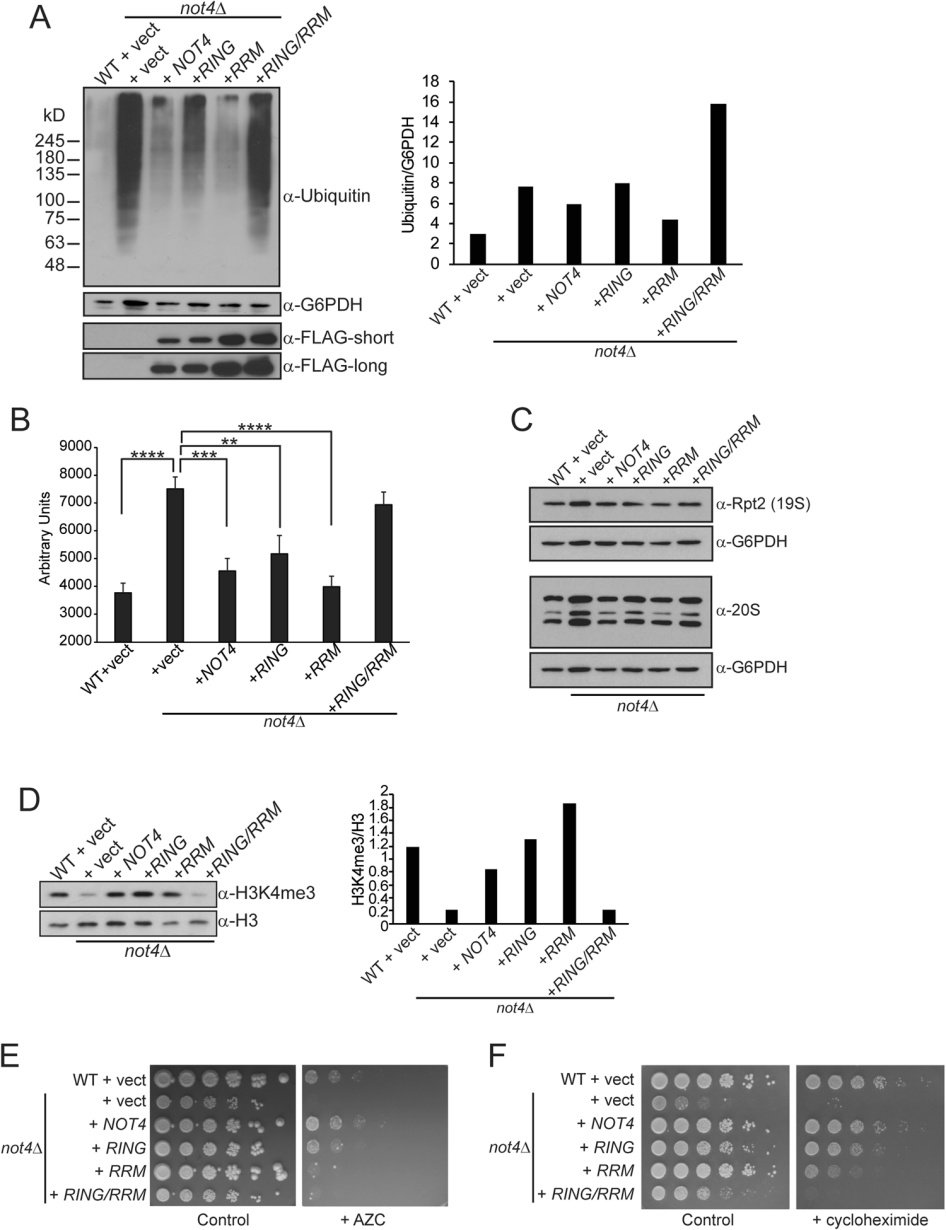
Not4 proteostasis regulation requires the RRM-C domain. (**A**) Log phase extracts were prepared from the indicated strains under denaturing conditions, extracts were resolved by 7.5% SDS-PAGE, and then immunoblotted with α-ubiquitin. Blots were stripped and re-probed with α-FLAG and α-G6PDH to control for loading, and the total ubiquitin signal was quantified and normalized to G6PDH levels. Data are representative of four independent experiments. Note that because *not4Δ* control vector cells consistently express higher amounts of G6PDH, the quantified results underestimate the true increase in global polyubiquitylation in this sample. (**B**) Cell extracts from the indicated strains were prepared, incubated with the LLVY-AMC fluorescent substrate, and fluorescence quantified using a fluorescent plate reader. Triplicate independent extracts were analyzed per sample and the average and SD are plotted. Statistical significance was determined by pairwise (relative to Not4WT) two-sided Student’s t-test. **p < 0.01; ***p < 0.005; ****p < *0.001*. (**C**) Immunoblot of extracts from (**B**) using α-Rpt2 (a 19S proteasome subunit) or α-20S. Note that the α-20S antibody recognizes multiple 20S subunits that have nearly identical mass so their signals overlap. (**D**) Immunoblot analysis of H3K4me3 and total H3 from the indicated strains. The H3K4me3 and H3 signals were quantified and expressed as a ratio. Data are representative of a minimum of four independent experiments. (**E**) Equal numbers of cells were 5-fold serially diluted and spotted to control media or media containing 0.5 mg/mL azetidine-2-carboxylic acid (AZC) and incubated at 30 °C for six days. (**F**) As in (**E**), except cells were incubated on control media or media containing 0.05 µg/mL cycloheximide for two days.

We next assessed the catalytic activity of the 20S CP from cells expressing Not4WT and the different mutants by incubating equal amounts of cell extract with the fluorophore 7-amino-4-methylcoumarin (AMC) labelled substrate, LLVY-AMC. When cleaved by the proteasome, this reagent releases a quantifiable fluorescence signal^20^. As a control, WT cell extracts were mock treated or treated with the proteasome-specific inhibitor MG-132 which substantially inhibits the 20S CP (Supplementary Fig. S2), thus demonstrating this assay specifically monitors 20S CP activity. Consistent with previous observations^20^, the 20S CP activity from *not4Δ* control vector cells was increased relative to that from WT control, while 20S CP activity was restored to normal in *not4Δ* by re-expressing Not4WT (Fig. 2B). Although the Not4RING has impaired proteasome-dependent deubiquitylation (Fig. 2A), 20S CP activity in either the Not4RING or Not4RRM single mutants was similar to Not4WT. However, Not4RING/RRM expressing cells had 20S CP activity nearly identical to the *not4Δ* vector control (Fig. 2B). The differences in 20S CP activity were not due to altered expression of proteasome subunits since the 19S subunit Rpt2, and multiple 20S subunits, were expressed similarly between all samples (Fig. 2C). Therefore, Not4 regulates 20S catalytic activity redundantly through its RING and RRM-C domains.

Not4 positively regulates the epigenetic modification H3K4me3 by directly ubiquitylating the sole H3K4 demethylase Jhd2 to target it for proteasomal-dependent degradation^25,26^. We monitored H3K4me3 levels as an indicator of Not4-dependent Jhd2 ubiquitylation and turnover to assess the role the Not4 mutants had on *in vivo* substrate degradation. Not4 loss reduced H3K4me3, while re-expression of Not4WT, Not4RING, or Not4RRM, but not the Not4RING/RRM mutant, completely restored H3K4me3 (Fig. 2D). These data further demonstrate functional redundancy between the Not4 RING and RRM-C domains in regulating Not4-dependent substrate turnover. To further address the role these Not4 domains have in maintaining proteostasis, equivalent numbers of cells were spotted to control plates or plates containing 0.5 mg/mL azetidine-2-carboxylic acid (AZC) which induces protein misfolding and proteostatic stress^32^. While *not4Δ* is completely growth impaired, Not4WT restores growth (Fig. 2E). Intriguingly, the Not4RING exhibited a partial growth defect while both the Not4RRM and Not4RING/RRM were completely growth impaired (Fig. 2E). Furthermore, the Not4RRM caused a similar growth defect on low concentrations of cycloheximide which is a phenotype thought to indicate defects in ubiquitin homeostasis (Fig. 2F)^20,40^. These data thus demonstrate that the Not4 RING and RRM-C domains together function to regulate the 19S RP-dependent deubiquitylation and 20S CP catalytic activity required for sustaining global proteostasis.

### The Not4 RRM-C domain selectively regulates Pol II-dependent gene expression

To ascertain if the Not4 RRM-C also functions in Pol II-dependent gene regulation, *not4Δ* cells expressing Not4WT or the Not4RRM mutant were cultured in triplicate, total RNA was isolated, and RNA-seq was performed. 

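The RNA-seq data cover 6 samples, with 3 cultures of *not4Δ* cells expressing Not4WT and 3 expressing Not4RRM. *not4Δ* cells of the BY4741 background lack chromosomal *NOT4* and *URA3*, and both proteins were expressed as FLAG fusions from the *ADH1* promoter on a centromeric plasmid that carries *URA3*. The authors trimmed Ion Torrent reads for quality, aligned them to the S288C transcriptome with RNA-STAR, counted the aligned reads per transcript and scaled each sample to the one with the lowest coverage. The deposited values are these scaled counts, rounded to whole numbers, for 5913 genes. Their totals ranged from 14881818 to 14881884 per sample, a range of 66. The paper states 14 M aligned reads per sample, and the values used here are those of the deposited table. The depth of each sample before scaling is unknown, so no counting error could be given. The paper describes a Lexogen library kit, while the labels of the deposited samples describe bead selection of poly(A) RNA followed by an Ion Torrent RNA-seq kit, with more input RNA and more amplification cycles. From the deposited values, each sample was scaled by a trimmed mean of log ratios (TMM), and log2 of the scaled value plus a pseudocount of 1 was compared between the groups with limma's moderated test. The 5805 genes with a value of at least 10 in at least 3 samples and a total of at least 15 were tested, and a gene was counted as differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 with at least a 1.5-fold change. Fold changes on this scale understate the change of genes with low values. Scaling to equal totals alone moved the median log2 fold change of all tested genes by -0.12 relative to TMM scaling.
*NOT4* (YER068W, also named *MOT2*) lies on chromosome V of the R64 assembly from 293050 to 294813 on the forward strand, as 1 coding exon of 1764 bp for 587 residues. The release of the transcriptome the authors used is not named, and coordinates here are those of R64. The codon of G167 is GGT at 293548 to 293550, within the reference sequence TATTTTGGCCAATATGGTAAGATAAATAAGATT. The codon of F202 is TTC at 293653 to 293655, within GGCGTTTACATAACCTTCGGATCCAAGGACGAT. The codon of C244 is TGC at 293779 to 293781, within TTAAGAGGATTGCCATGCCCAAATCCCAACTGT. Since the chromosomal gene is deleted, *NOT4* reads in these samples come from the plasmid. The scaled count of *NOT4* was 12357, 13057 and 8966 in the 3 Not4WT replicates and 33371, 40410 and 40314 in the 3 Not4RRM replicates. Its mean was 11460 ± 2188 (SD, n = 3) with Not4WT and 38032 ± 4037 (SD, n = 3) with Not4RRM, a 3.32-fold difference. The log2 fold change was 1.87 (standard error 0.23, adjusted p = 0.0715 from limma), and it stayed between 1.69 and 1.97 with each sample left out in turn.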

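In the limma comparison of Not4WT and Not4RRM, 0 of the 5805 tested genes passed the threshold. The lowest adjusted p was 0.0715, and 923 genes had an unadjusted p under 0.05. The steps given in the paper's methods were also run on the deposited values. There the paper's unequal-variance test and the fold change cutoff are applied first, and the Benjamini-Hochberg adjustment is made within the resulting list. By these steps 355 genes passed, which is 6.00% of the genes listed, with 225 lower and 130 higher in Not4RRM. All 355 genes that met both cutoffs also passed the adjustment within the list, where the highest adjusted p was 0.0497. That step could remove no gene, since each gene of the list already had an unadjusted p under 0.05. When the same test was adjusted over all genes, 0 genes passed, the lowest adjusted p was 0.221, and 723 genes had an unadjusted p under 0.05. The balance between the directions depended on the scaling. On TMM-scaled values the paper's steps passed 328 genes, 205 higher and 123 lower, so that 62.5% were higher, against 36.6% on the deposited values. Among the fits that left out 1 sample, the one without Not4RRM replicate 1 gave 357 genes past the limma threshold, 227 higher and 130 lower, and each of the others gave 0. Of these 357 genes, 138 were among the 355. In that fit the spread within Not4RRM came from replicates 2 and 3 alone, the most alike pair of samples (Pearson r = 0.992 across genes). Across genes, which are not independent replicates, the Pearson correlation of the scaled counts was 0.806 to 0.946 between Not4WT replicates and 0.884 to 0.992 between Not4RRM replicates.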

Approximately 6% of all genes (353 total with a minimum of 1.5-fold or greater change in expression and a FDR of *p* < *0.05*) were differentially expressed in Not4WT and Not4RRM cells, with significant concordance between individual replicates (Pearson correlation coefficient, r = 0.96 or greater) (Fig. 3A and Supplementary Fig. S3). Gene ontology (GO) analysis revealed that the Not4RRM mutant selectively affected the expression of genes involved in specific biological processes, with the Not4RRM mutant causing a reduction in expression of 225 genes in GO categories for intracellular ribonucleoprotein complex, DNA polymerase/primase, mannosyltransferase activity, cohesin complex, and transcription elongation factor complex (Fig. 3B and Table 1). 

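Table 1 lists 23 different genes as reduced, and all 23 had a lower mean in Not4RRM. Their median log2 fold change was -0.62, ranging from -1.06 for *PDS5* to -0.46 for *EFT1*. In limma's test 0 of the 23 passed over all genes tested, with adjusted p from 0.111 to 0.333, while 21 had an unadjusted p under 0.05. When adjusted over the list alone, 21 had an adjusted p under 0.05, and 14 of these also met the 1.5-fold cutoff. The paper chose the list on these same samples, so the counts adjusted over the list are not independent evidence. All 23 passed the steps of the paper's methods, and 5 passed limma's threshold without Not4RRM replicate 1. *EFT1* and *EFT2* encode the same protein from nearly identical sequences, so their separate values are uncertain. 
Whole families were tested with limma's camera on sets fixed in advance, with a preset correlation between genes of 0.01 and adjustment over 11 sets. The *PMT*, cohesin and polymerase alpha sets hold genes of Table 1, which the paper chose on these same samples. These sets were not retested without those genes, so their p-values are not independent of that choice. The 7 *PMT* genes of protein O-mannosylation were all lower, with a median log2 fold change of -0.50 and an adjusted p of 2.99e-05 from limma's camera. Of the 6 cohesin genes, 5 were lower (median -0.44, adjusted p = 0.011 from limma's camera), and without Not4RRM replicate 1 the adjusted p was 0.0832. The 4 genes of DNA polymerase alpha and primase were all lower (median -0.37, adjusted p = 0.025 from limma's camera), but the adjusted p was 0.060 without Not4RRM replicate 2 and 0.0533 without Not4RRM replicate 3, and it ranged from 0.018 to 0.218 over the alternatives. With the trend with gene length removed, the cohesin and polymerase alpha sets had adjusted p of 0.0507 and 0.0582 from limma's camera. Outside Table 1, *SMC1*, *MCD1* and *RAD61* of cohesin had log2 fold changes of -0.06, -0.37 and 0.39. *POL12* and *PRI1* of polymerase alpha and primase had -0.21 and -0.03. *PMT1*, *PMT2*, *PMT6* and *PMT7* had -0.50, -0.39, -0.47 and -0.38.
The genes in the 2 directions differed in length. The median coding length was 1764 bp for the 225 lower genes, 759 bp for the 130 higher genes and 1230 bp for the tested genes that did not pass. Over the 5801 tested genes with an annotated length, the log2 fold change fell with length (Spearman rho -0.41 across genes), and it did so over the 5453 tested genes that did not pass (rho -0.40). Without Not4RRM replicate 1, rho was -0.18.

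**Figure D1:**
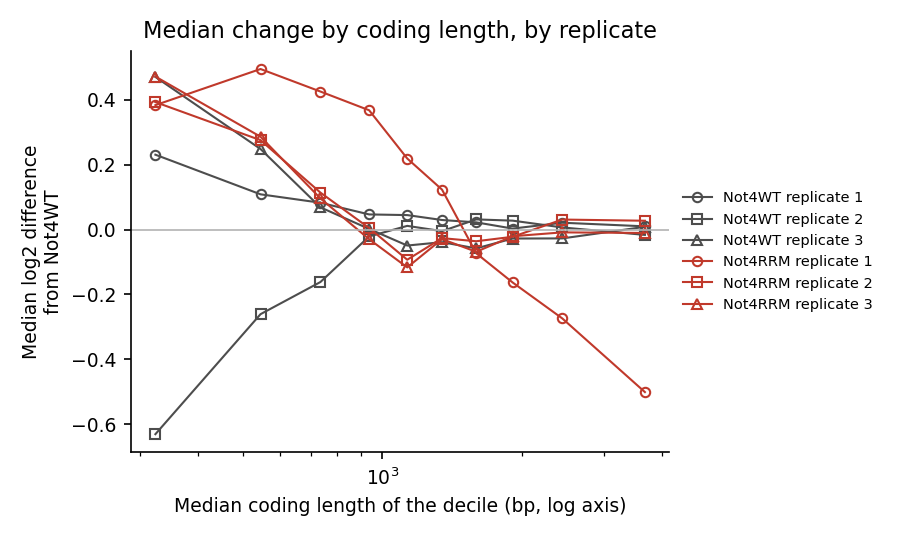
Median log2 difference of each library from the mean of the Not4WT libraries (for a Not4WT library, from the other Not4WT libraries), plotted against the median coding length in bp (log axis) of 10 groups of genes ordered by length. In the group of the longest genes, with a median of 3680 bp, Not4RRM replicate 1 lies at -0.50 while Not4RRM replicates 2 and 3 lie at 0.03 and -0.01; in the group of the shortest genes, Not4WT replicate 2 lies at -0.63.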

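*CCR4* (YAL021C) lies on chromosome I from 110846 to 113359 on the reverse strand of R64, with 1 coding exon, and encodes the deadenylase subunit of Ccr4-Not. Its scaled count was 2413 ± 342 (SD, n = 3) in Not4WT cells and 1494 ± 409 (SD, n = 3) in Not4RRM cells. The Not4RRM replicates had 1040, 1833 and 1608, each below the lowest Not4WT replicate at 2144 (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). The log2 fold change was -0.60 (standard error 0.24, adjusted p = 0.296 from limma). Not4RRM replicate 1 set much of this value, since without it the log2 fold change was -0.35.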

Intriguingly, within the transcription elongation category, *CCR4* expression was reduced in Not4RRM expressing cells, suggesting wild-type Not4 is required for optimal expression of its companion Ccr4-Not subunit through the RRM-C domain. Additional genes within this category include the transcription elongation regulators *SPT16* and *SPT5*, both of which encode Pol I and Pol II transcription elongation regulators^1^. These results suggest the Not4 RRM-C may promote Pol I and Pol II transcription elongation by controlling expression of these essential elongation factors.

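*SPT16* (YGL207W) lies on chromosome VII from 98969 to 102076 and *SPT5* (YML010W) on chromosome XIII from 247677 to 250868, each as 1 coding exon on the forward strand of R64. *SPT16* had 1093 ± 144 scaled counts (SD, n = 3) with Not4WT and 644 ± 104 (SD, n = 3) with Not4RRM, a log2 fold change of -0.64 (standard error 0.19, adjusted p = 0.207 from limma). *SPT5* had 1357 ± 223 (SD, n = 3) and 850 ± 158 (SD, n = 3), a log2 fold change of -0.55 (standard error 0.21, adjusted p = 0.274 from limma). For both genes every Not4RRM replicate was below every Not4WT replicate (two-sided exact permutation test, p = 0.1 for each gene, the smallest possible). Both genes are long, at 3108 and 3192 bp, and without Not4RRM replicate 1, where long genes were lowest, their log2 fold changes were -0.49 and -0.38.
A set of 12 elongation factor genes fixed in advance, which includes these 2, showed no common direction. Its median log2 fold change was 0.02 with TMM scaling and -0.11 with scaling to equal totals alone, and limma's camera gave an adjusted p of 0.816. In this set *PAF1* was higher in Not4RRM, with a log2 fold change of 0.72 (adjusted p = 0.163 from limma), and it passed the steps of the paper's methods as a higher gene.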

**Figure 3:**
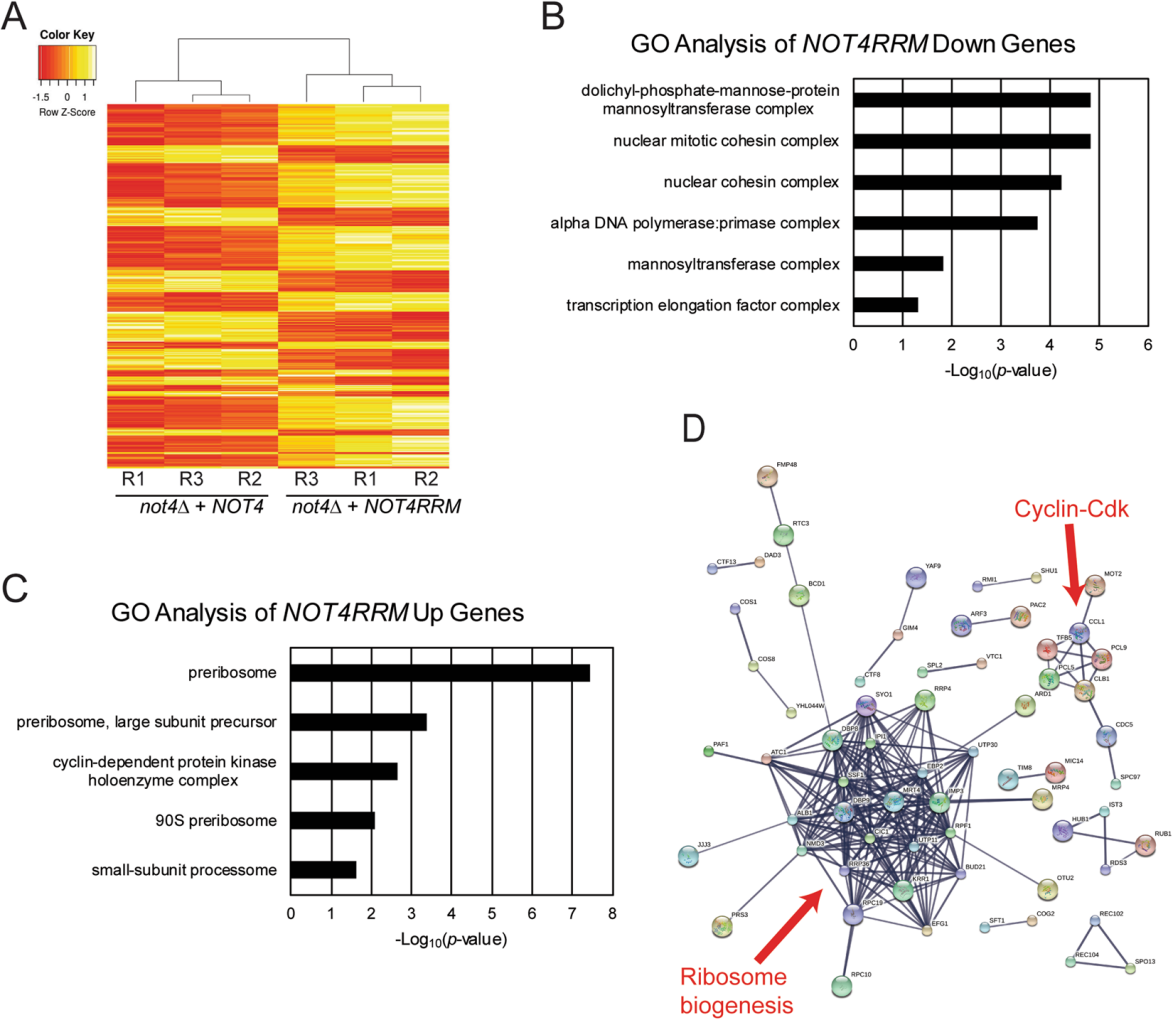
The Not4 RRM-C selectively regulates global gene expression. (**A**) Heat map of the 353 differentially regulated genes between Not4WT and Not4RRM expressing cells. Cultures were grown in triplicate, total RNA was isolated and utilized for RNA-seq as described in the Methods. R-replicate. (**B** and **C**) Gene Ontology (GO) analysis of those GO categories containing three or more genes identified in the downregulated (**B**) or upregulated (**C**) Not4RRM gene sets. Chi-squared analysis was used to determine the statistical significance for each GO category relative to their occurrence within the genome. (**D**) STRING analysis of the Not4RRM upregulated gene set. All 128 genes were submitted to the STRING database (https://string-db.org/) for high-confidence network analysis with the non-connected nodes removed.

**Table 1:** GO Analysis of *NOT4RRM* Differentially Regulated Genes.

GO ID	GO Category	Genes from RNA sequencing	*NOT4RRM* Gene Expression Change (Down Genes, 225 total)	P-value*
30529	Intracellular ribonucleoprotein complex	*CCR4, PAT1, SUB2, GCN2, EFT2, DUG1, XRN1, GCN1, SCP160, YNL247W, EFT1, ALE1, NEW1*	Down	0.004961
5840	Alpha DNA polymerase:primase complex	*SPT16, PRI2, POL1*	Down	0.0001755
785	Mannosyltransferase complex	*PMT5, PMT4, PMT3*	Down	0.01459
5816	Nuclear cohesin complex	*IRR1, SMC3, PDS5*	Down	0.00005885
790	Transcription elongation factor complex	*CCR4, SPT16, SPT5*	Down	0.04944
922	Nuclear mitotic cohesin complex	*IRR1, SMC3, PDS5*	Down	0.00001509
5819	Dolichyl-phosphate-mannose-protein mannosyltransferase complex	*PMT5, PMT4, PMT3*	Down	0.00001509
**GO ID**	**GO Category**	**Genes from RNA sequencing**	***NOT4RRM*** **Gene Expression Change (Up Genes, 128 total)**	**P-value**
30684	Preribosome	*KRR1, EFG1, CIC1, SSF1, IPI1, RPF1, IMP3, DBP8, NMD3, MRT4, UTP11, EBP2, UTP30, BUD21, RRP36*	Up	3.666E-08
30687	Preribosome, large subunit precursor	*CIC1, SSF1, IPI1, RPF1, NMD3, MRT4, EBP2*	Up	0.0004203
30686	90S preribosome	*KRR1, IMP3, DBP8, UTP30, BUD21, RRP36*	Up	0.00788
32040	Small-subunit processome	*KRR1, IMP3, UTP11, BUD21*	Up	0.02351
307	Cyclin-dependent protein kinase holoenzyme complex	*PCL9, CLB1, PCL5*	Up	0.002168

^*^Statistical significance determined by Chi-squared test.

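Table 1 lists 18 different genes as increased, of which 15 belong to the preribosome categories. All 18 were higher in Not4RRM, with log2 fold changes from 0.73 (*PCL9*) to 1.76 (*EFG1*) and a median of 1.12. Their adjusted p-values from limma ranged from 0.0715 to 0.240, so 0 passed over all genes tested. All 18 had an unadjusted p under 0.05 and all 18 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. Without Not4RRM replicate 1, 11 of the 18 passed limma's threshold over all genes. Among the 11 were all 8 that lie on chromosome VIII, whose genes were higher as a whole. The others were *EFG1*, *UTP30* and *PCL9*.
Ribosome biogenesis was also tested as the 56 genes named *UTP*, *NOP*, *RRP* or *NOC* with a number, of which 47 were higher in Not4RRM. Their median log2 fold change was 0.31 (adjusted p = 1.96e-05 from limma's camera), and for the 53 of them that are not in Table 1 it was 0.27 (adjusted p = 7.2e-05 from limma's camera).
The higher genes were not spread evenly over the chromosomes. Of the 130 genes that were higher by the steps of the paper's methods, 55 lie on chromosome VIII, or 42.3%, while this chromosome holds 4.74% of the tested genes. The median log2 fold change of the 275 tested genes of chromosome VIII was 0.65, and those of the other 15 nuclear chromosomes lay between -0.11 and 0.08. Of the 18 increased genes in Table 1, 8 lie on chromosome VIII, namely *CIC1*, *SSF1*, *IPI1*, *RPF1*, *IMP3*, *DBP8*, *NMD3* and *PCL5*. With the genes of chromosome VIII left out, the median of the ribosome biogenesis set was 0.27 (adjusted p = 3.16e-05 from limma's camera).

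**Figure D2:**
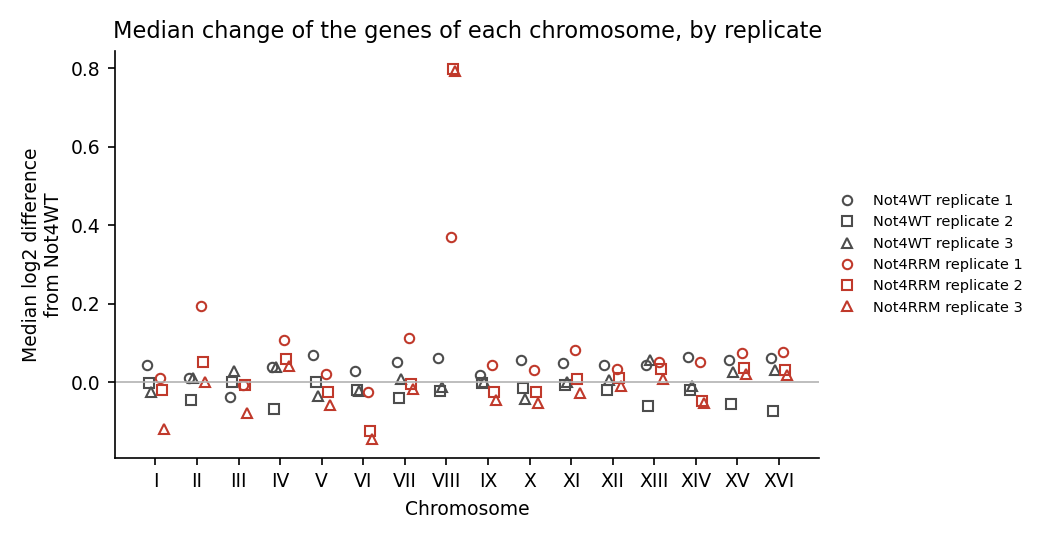
Median log2 difference of the genes of each nuclear chromosome (x axis) from the mean of the Not4WT libraries (for a Not4WT library, from the other Not4WT libraries), with 1 point per library. On chromosome VIII the 3 Not4RRM replicates lie at 0.37, 0.80 and 0.79 and the Not4WT replicates between -0.02 and 0.06.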

Similar analysis of the upregulated genes (128 total) in Not4RRM expressing cells revealed GO categories for preribosome, large subunit preribosome precursor, 90S preribosome, small subunit processome, and cyclin-dependent protein kinase (CDK) activity to be significantly overrepresented in Not4RRM cells (Fig. 3C and Table 1). 

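*PCL9* (YDL179W) lies on chromosome IV from 138291 to 139205, *PCL5* (YHR071W) on chromosome VIII from 237004 to 237693 and *CLB1* (YGR108W) on chromosome VII from 703636 to 705051 in R64, each with 1 coding exon. *PCL9* had 563 ± 35.8 scaled counts (SD, n = 3) with Not4WT and 859 ± 83 (SD, n = 3) with Not4RRM. Its log2 fold change was 0.73 (standard error 0.16, adjusted p = 0.131 from limma). *PCL5* had 1025 ± 130 (SD, n = 3) and 2092 ± 96.7 (SD, n = 3), and a log2 fold change of 1.16 (standard error 0.18, adjusted p = 0.0914 from limma), which is 0.51 above the median of the chromosome VIII genes. *CLB1* was expressed at a lower level, with 102 ± 22.6 (SD, n = 3) and 191 ± 16 (SD, n = 3), and its log2 fold change was 1.05 (standard error 0.23, adjusted p = 0.131 from limma). For each of the 3 genes all Not4RRM replicates were above all Not4WT replicates (two-sided exact permutation test, p = 0.1, which is as low as 3 samples against 3 can give). Without Not4RRM replicate 1, *PCL9* and *PCL5* passed limma's threshold, with adjusted p of 0.0376 and 0.0213.
Among 10 genes for Pho85 cyclins, 4 were higher and 6 lower with TMM scaling (adjusted p = 0.92 from limma's camera), and *CLG1* passed the steps of the paper's methods as a lower gene with a log2 fold change of -0.82, which was -0.53 without Not4RRM replicate 1. Of the 6 B-type cyclin genes *CLB1* to *CLB6*, 4 were higher, with a median log2 fold change of 0.32. The adjusted p of this set was 0.177 from limma's camera and 0.0359 from limma's fry, and over all the alternatives it ranged from 0.0359 to 0.406.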

The genes in the CDK category encode two distinct cyclins (*PCL9* and *PCL5*) that bind the Cdk Pho85 to regulate cell-cycle and environmental nutrient responses, while the third cyclin (*CLB1*) encodes an M-phase cyclin that promotes mitotic progression^41,42^. 

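The set of ribosomal protein genes, named *RPL* or *RPS* with a number together with the 5 stalk protein genes, had 137 tested members. By the steps of the paper's methods, 0 of the 137 passed, and 17 had an unadjusted p under 0.05 in limma's test. Of the 137, 125 had a positive log2 fold change, with a median of 0.51 (adjusted p = 1e-06 from limma's camera), and with scaling to equal totals alone the median was 0.38. These genes are short, with a median coding length of 432 bp. The median fell to 0.15 once the trend with gene length was removed from each library, and without Not4RRM replicate 1 it was 0.25 (adjusted p = 0.174 from limma's camera). Relative to all genes, the median of the set was 0.65 above the Not4WT mean in Not4RRM replicate 1. It was 0.16 and 0.26 in Not4RRM replicates 2 and 3, and 0.12, -0.20 and 0.17 in the Not4WT replicates, so that Not4RRM replicate 2 lay within the range of Not4WT (two-sided exact permutation test, p = 0.2). Many of these genes are present as near-identical pairs, and the values of single members are uncertain.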

Although ribosomal protein encoding genes are highly expressed in growing cells, the Not4RRM upregulated genes in the ribosome-related GO categories only included genes whose products regulate ribosomal assembly but are not ribosomal constituents (Table 1)^43^. To determine if these differentially expressed genes exhibit functional connectivity as part of a larger protein-protein interaction network, we subjected both the upregulated and downregulated gene sets to high confidence STRING analysis^44^. The Not4RRM upregulated genes involved in ribosome biogenesis exhibit a high degree of interconnectivity, while a less dense interaction network was identified for the genes connected to cyclin-Cdk function (Fig. 3D). Intriguingly, a similar analysis of the 225 downregulated gene set did not exhibit the same dense interconnectivity (Supplementary Fig. S4). Therefore, these data highlight a specific role for the Not4 RRM-C domain in regulating the optimal expression of genes in biological networks controlling transcription elongation and chromosomal cohesion, as well as CDK-dependent nutrient signaling and ribosome formation.

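Of the 11 gene sets tested, 7 passed an adjusted p of 0.05 with camera at its preset correlation. These were the ribosomal protein, ribosome biogenesis (with and without the genes of Table 1), *PMT*, cohesin, polymerase alpha and proteasome sets. The *PMT*, cohesin and polymerase alpha sets were tested only with their genes of Table 1 included. The 33 proteasome genes had a median log2 fold change of 0.24 (adjusted p = 0.0125 from limma's camera), which was 0.06 without Not4RRM replicate 1. Under limma's fry, 5 sets passed, namely *PMT*, polymerase alpha, both ribosome biogenesis sets and the B-type cyclins. With the correlation between genes estimated from the data, 0 of the 11 sets passed, and the lowest adjusted p was 0.111 for the *PMT* set. At the preset correlation, splits of the 6 samples that mixed the genotypes still passed up to 5 of the 11 sets.
The paper's reasoning runs from its list of differentially expressed genes to the GO categories that hold more of them than their share of the genome, and to the STRING networks that connect their products. From the categories of the reduced genes and of the increased genes, the paper concludes that the Not4 RRM-C has a specific role in the expression of genes for transcription elongation, chromosomal cohesion, CDK-dependent nutrient signaling and ribosome formation.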

To validate the RNA-seq data, we examined by RT-qPCR the expression of a gene which increases (YHR148W, the *IMP3* gene) and one that decreases (YER070W, the *RNR1* gene) due to Not4RRM expression (Supplementary File 1). 

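*IMP3* lies on chromosome VIII from 393534 to 394085 and *RNR1* on chromosome V from 298950 to 301616, both on the forward strand of R64 with 1 coding exon. The coding sequence of *RNR1* starts 4136 bp beyond that of *NOT4*, with 1 annotated gene between them. In the RNA-seq, *IMP3* had 797 ± 89.9 scaled counts (SD, n = 3) with Not4WT and 2306 ± 236 (SD, n = 3) with Not4RRM, a 2.89-fold difference. Its log2 fold change was 1.66 (standard error 0.18, adjusted p = 0.0715 from limma), which is 1.01 above the median of the chromosome VIII genes, and 96.4% of the tested genes of that chromosome had a lower one. *RNR1* had 9476 ± 1434 scaled counts (SD, n = 3) with Not4WT and 3519 ± 209 (SD, n = 3) with Not4RRM, so that the Not4RRM mean was 0.371 of the Not4WT mean. Its log2 fold change was -1.29 (standard error 0.18, adjusted p = 0.0787 from limma). The 3 replicates of each group did not overlap for either gene (two-sided exact permutation test, p = 0.1, the smallest that this design can give). With each sample left out in turn, the log2 fold change stayed between 1.54 and 1.73 for *IMP3* and between -1.43 and -1.24 for *RNR1*. Without Not4RRM replicate 1, both genes passed limma's threshold, with adjusted p of 0.0156 and 0.0175. *SPT15*, the gene used to normalize the RT-qPCR, had 937 ± 94 (SD, n = 3) and 785 ± 213 (SD, n = 3), a log2 fold change of -0.16 (standard error 0.21, adjusted p = 0.722 from limma). Its Not4RRM replicates had 1030, 645 and 679, and without Not4RRM replicate 1 the log2 fold change was -0.36, with an adjusted p of 0.128 from limma. Over the alternatives the adjusted p of *SPT15* ranged from 0.0296 to 1.00, and it passed the threshold in none of them.

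**Figure D3:**
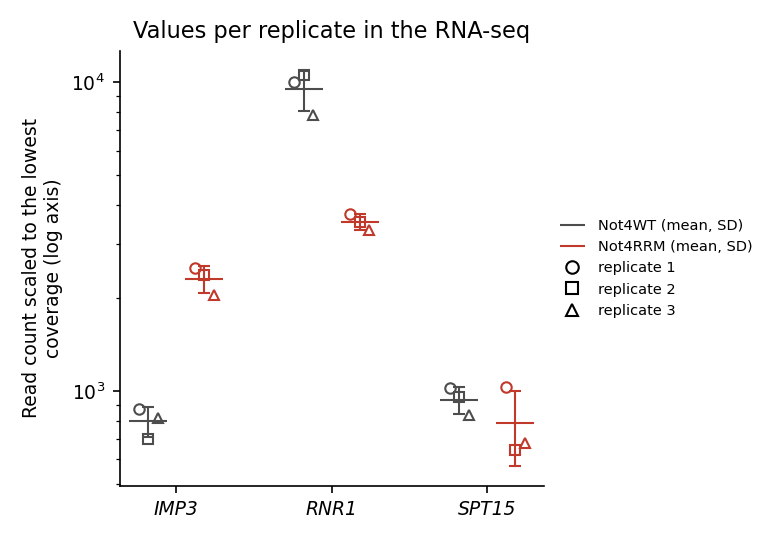
Scaled read counts (log axis) of *IMP3*, *RNR1* and *SPT15* in each replicate of Not4WT and Not4RRM cells; horizontal bars are means and error bars are SD. The *IMP3* values lie between 698 and 874 in Not4WT and between 2042 and 2498 in Not4RRM, and the *RNR1* values between 7846 and 10542 in Not4WT and between 3312 and 3729 in Not4RRM.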

Consistent with the RNA-seq results, *IMP3* gene expression is upregulated in Not4RRM cells approximately 3-fold but it is not affected in either the Not4RING or Not4RING/RRM expressing cells (Fig. 4A). ChIP for Pol II at *IMP3* did not reveal a statistically significant increase for Pol II at the *IMP3* promoter, but it did demonstrate higher Pol II levels at the 3′ end of the *IMP3* ORF (Fig. 4B). Interestingly, while the Not4RING and NOT4RING/RRM mutants had no impact on *IMP3* mRNA (Fig. 4A), both mutants increased Pol II binding at the promoter and 3′ end of the *IMP3* ORF (Fig. 4B). Analysis of *RNR1* expression demonstrated that Not4RRM reduced *RNR1* mRNA levels (Fig. 4C), thus supporting our RNA-seq results. Expression of the Not4RING mutant only marginally reduced *RNR1* expression relative to Not4WT (*p* = *0.045* by two-tailed Student’s t-test), whereas the Not4RING/RRM mutant restored *RNR1* expression to normal (Fig. 4C). However, Pol II binding at the *RNR1* locus increased at the promoter in both Not4RING and Not4RING/RRM expressing cells, while Pol II was increased specifically at the *RNR1* 3′ end in Not4RRM cells (Fig. 4D). These data suggest a complex role for the different Not4 domains in regulating Pol II transcription, and that changes in Not4 regulated mRNA expression do not always correlate with the amount of Pol II bound. This disconnect is likely due to compensatory changes to mRNA levels at later stages of the mRNA lifecycle since Ccr4-Not is implicated in mRNA imprinting^45,46^.

**Figure 4:**
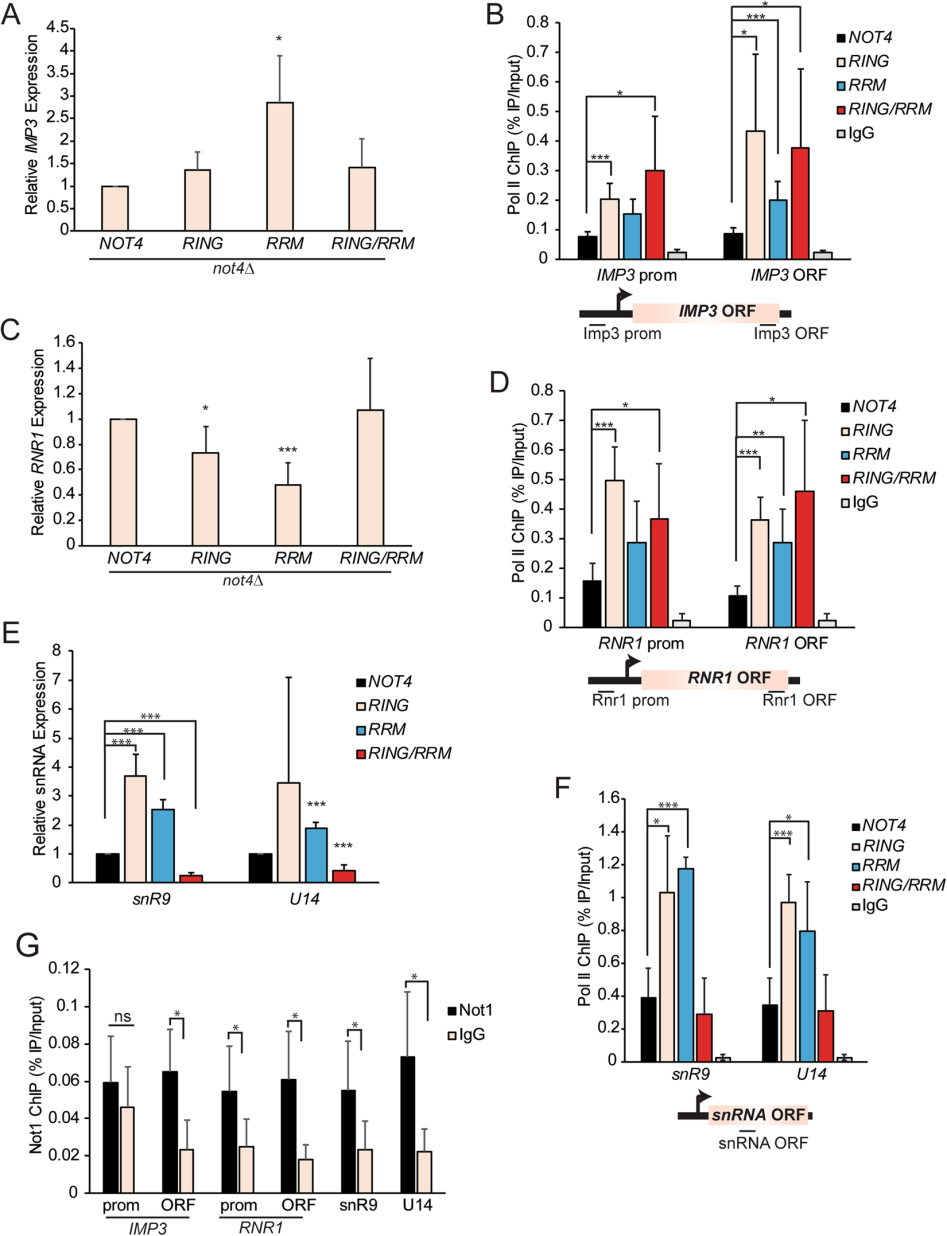
RNA polymerase II binding to Not4 regulated genes is repressed by the Not4 RING and RRM-C domains. (**A** and **B**) Gene expression (**A**) and Pol II ChIP (**B**) analysis of the Not4RRM upregulated gene *IMP3*. (**C** and **B**) Gene expression (**C**) and Pol II ChIP (**D**) analysis of the Not4RRM downregulated gene *RNR1*. (**E** and **F**) Expression (**E**) and Pol II ChIP (**F**) analysis of Not4 regulated snoRNAs. (**G**) ChIP for Not1 at the genes analyzed in (**A**–**F**). Data in (**A**,**C**,**E** and **F**) are the average and SD of five independent experiments. Data in **B**, **D**, and **G** are the average and SD of five independent experiments, while the data in (**F**) are the average and SD of four independent experiments. Statistical significance was determined by pairwise (relative to the Not4WT sample) two-sided Student’s t-test. *p < 0.05; **p < 0.01; ***p < *0.005*.

Not4 loss upregulates several Pol II transcribed non-coding RNAs, including many small nucleolar RNAs (snoRNAs)^47^. Since these RNAs were not included in our RNA-seq experiment, we analyzed the expression of the representative snoRNAs *snR9* and *U14* to determine the impact the Not4 mutants had on their expression. Interestingly, we found that both *snR9* and *U14* were upregulated in the individual Not4RING and Not4RRM mutants, but their expression was significantly reduced in the Not4RING/RRM double mutant (Fig. 4E). Ccr4-Not control of these snoRNAs originally was suggested to involve post-transcriptional mechanisms involving interactions with the TRAMP and exosome complexes^47^, yet whether Ccr4-Not also regulated Pol II binding at these genes was not determined. We addressed this by analyzing Pol II at the ORFs for both genes and found that Pol II levels were significantly higher in Not4RING and Not4RRM compared to Not4WT, while the Not4RING/RRM mutant restored Pol II binding to that detected in Not4WT expressing cells (Fig. 4F). These data suggest that the Not4 RING and RRM domains may act individually as negative regulators of Pol II-dependent snoRNA transcription, yet disruption of both domains likely impairs additional Ccr4-Not functions necessary for sustaining snoRNA expression. The role of Not4 in regulating expression of all the genes analyzed is likely direct since we detected Ccr4-Not bound to either the promoters and/or gene bodies (Fig. 4G). Therefore, the Not4 RING and RRM-C domains have opposing functions on the steady-state expression of some mRNA genes (*IMP3* and *RNR1*), while they appear to individually repress, but collectively sustain, steady-state snoRNA expression. Since the impact these domains have on mRNA or snoRNA expression does not always correlate with Pol II binding, they likely contribute to Pol II-dependent gene expression at both the transcriptional and post-transcriptional levels.

To further address the role of the Not4 RRM-C domain in transcriptional regulation, we analyzed sensitivity of *not4Δ* cells expressing Not4WT, Not4RING, Not4RRM, or Not4RING/RRM to the transcription elongation inhibitor 6-azauracil (6AU). Consistent with previous reports, *not4Δ* is 6AU sensitive^48^, while Not4WT expression restores growth to normal (Fig. 5A). Intriguingly, only the Not4RING and the Not4RING/RRM resulted in 6AU sensitivity, albeit not to the same extent as a *not4Δ*. These data demonstrate that the critical role for Not4 in transcription elongation requires the RING, but not the RRM-C, domain (Fig. 5A). Ccr4-Not interacts with the elongating Pol II complex through the Rpb4/7 submodule, an interaction originally defined as independent of RNA binding^31,49^. Due to the transcriptional effects caused by the Not4RRM mutation, we re-evaluated whether RNA might affect Ccr4-Not association with Pol II by assaying for the presence of Ccr4-Not from mock treated or RNase A-treated Pol II immunoprecipitates. Consistent with these previous reports^31,49^, we found Ccr4-Not association with Pol II is RNA independent (Fig. 5B). As such, the Not4RRM effect on Pol II transcription cannot be explained by impaired Not4 binding to RNA.

**Figure 5:**
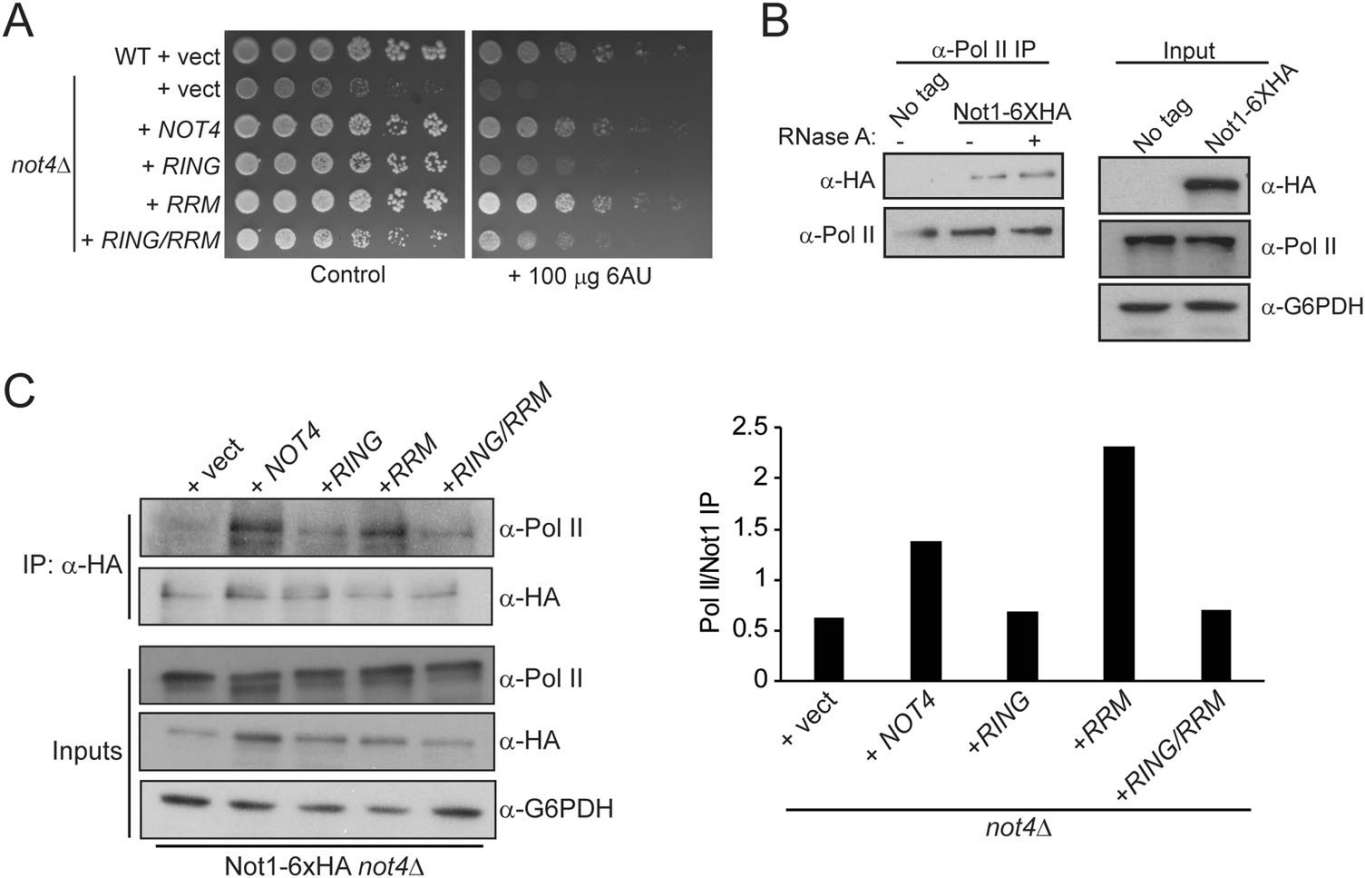
The Not4 RING domain regulates Ccr4-Not association with RNA Pol II. (**A**) The indicated strains were cultured overnight before 5-fold serially diluting equal numbers of cells and spotting to the indicated plates. Data were acquired after three days at 30 °C. (**B**) Cell extracts were prepared from a no tag control or Not1-6XHA expressing cell. RNA Pol II was immunoprecipated, washed once with IP buffer, and then incubated with 700 U/mL RNase A for 30′. Samples were washed twice more with IP buffer, and then subjected to 8% SDS-PAGE and immunoblot analysis with the indicated antibodies. (**C** and **D**) Extracts were prepared from a Not1-6XHA *not4Δ* strain expressing control vector or the indicated Not4WT or Not4 mutants, and then used for α-HA immunoprecipitation. The presence of co-precipitated RNA Pol II was detected by immunoblot and quantified as the ratio of Pol II signal to total Not1 precipitated. The data are representative of a minimum of three independent experiments.

To determine whether the Not4 RRM-C or RING domains contribute to Ccr4-Not association with Pol II, we immunoprecipitated Not1 from *not4Δ* cells with control vector or vector expressing Not4WT, Not4RING, Not4RRM, or Not4RING/RRM. The immunoprecipitates then were probed for the presence of Pol II. While only background levels of Pol II associated with Ccr4-Not in the absence of Not4, Not4WT expression restored robust Pol II association (Fig. 5C). Although Not4RRM expression had no effect on Ccr4-Not association with Pol II, both the Not4RING and Not4RING/RRM dramatically reduced these interactions (Fig. 5C). Collectively, these data demonstrate that while the Not4 RRM-C domain has highly specific effects on Pol II-dependent gene expression, the RING domain plays a key role in promoting Ccr4-Not interactions with the Pol II holoenzyme.

## Discussion

In this report, we provide multiple lines of evidence that the uncharacterized Not4 RRM-C domain acts in conjunction with the RING domain to mediate Not4 *in vivo* activities necessary for proteasome function and Pol II transcription. We also demonstrate that the Not4 RRM-C domain controls a highly selective Pol II-dependent gene expression program, thus demonstrating its role in regulating Pol II gene expression is very specific. We further demonstrate that the RING and RRM domains act individually as general negative regulators of Pol II binding to target genes; however, the increased Pol II binding in RING and RRM-C mutants does not always correlate with changes to the corresponding mRNA. These results suggest Not4 likely controls their post-transcriptional regulation as well, a phenomenon consistent with the role of Ccr4-Not in controlling all aspects of the mRNA lifecycle^2,3^. Although the RNA recognition motif is a well-defined RNA binding motif, some RRMs do not bind RNA but instead serve as protein-protein interaction motifs^50^. Determining if the Not4 RRM-C binds to RNA *in vivo* or if it mediates protein-protein interactions remains an area of ongoing study.

Not4, via its RING domain, controls proteasome assembly and activity in part by maintaining the stability of the proteasome associated factor Ecm29^20^. However, this mechanism does not explain all Not4-dependent proteasome control since we detect less severe accumulation of polyubiquitylated proteins in a Not4RING mutant relative to a *not4Δ*. These observations are therefore consistent with the original study that determined the role of Not4 in proteasome regulation extends beyond control of Ecm29 stability^20^. Our data demonstrate that both the Not4 RRM-C and RING domains function redundantly in 19S and 20S regulation since only mutation of both simultaneously reproduces the severity of proteasomal defects found in *not4Δ*. These results suggest that this previously uncharacterized Not4 domain has an important and unappreciated role in regulating proteostasis, perhaps involving these uncharacterized, Ecm29-independent mechanisms. As previously demonstrated, Not4 must integrate into Ccr4-Not to regulate the proteasome^20^. An intriguing speculation is that the activity of other Ccr4-Not subunits, specifically Ccr4-dependent mRNA processing as this subunit is spatially proximal to Not4 within Ccr4-Not^8^, may direct Not4 via the RRM-C to RNA substrates that link mRNA turnover to proteasome regulation. If so, proteasome assembly and global proteostasis control may be intertwined with global mRNA decay via Ccr4-Not.

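In 1541 of the 5805 tested genes, or 26.5%, the 3 Not4RRM values all lay above or all below the 3 Not4WT values, where chance alone gives 10% for 3 samples against 3. By the steps of the paper's methods 355 genes passed. The 6 samples can be split into 3 and 3 in 10 ways. The split of Not4WT replicates 1 and 2 and Not4RRM replicate 1 against the other samples passed 445 genes by the same steps, more than the split by genotype, and the remaining splits passed 11 to 42.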

Our data further demonstrate that the Not4 RRM-C regulates only a small (~6%), non-random subset of the cellular transcriptome. GO analyses of the affected transcripts demonstrate that the Not4 RRM-C positively controls mRNA expression of specific transcription elongation factors, including *CCR4*. Although the implications of this regulation are not clear, one possibility could be that defects in Not4 activate a negative feedback mechanism that represses expression of additional Ccr4-Not subunits. 

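The genes of the complex other than *NOT4* gave no common direction in these samples. Of 8 Ccr4-Not genes, *CCR4* included, 4 were higher and 4 lower in Not4RRM with TMM scaling. *POP2* counted as higher with a log2 fold change of only 0.0005. The set had an adjusted p of 0.768 from limma's camera, and it was not tested without *CCR4*. *CDC39*, which encodes Not1, had a log2 fold change of -0.33 (adjusted p = 0.708 from limma). This came from Not4RRM replicate 1, with a scaled count of 706 against 2051 and 2292 in the other Not4RRM replicates, and without it the log2 fold change was 0.22. In all, 4 of the 8 genes changed sign without that sample. Of the 8 genes, only *CCR4* passed the steps of the paper's methods.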

Given its especially pronounced role in global transcription elongation and mRNA decay, such a mechanism could minimize the impact dysfunctional Ccr4-Not complexes have on the cellular transcriptome. Not4 RRM-C disruption increases expression of genes functioning in biological networks regulating nutrient responses, including those involved in cell-cycle control and nutrient signaling by the Pho85 CDK pathway, as well as ribosomal biogenesis genes. Consequently, it is likely *in vivo* that manipulating Not4 activity will be a key aspect of the cellular response to nutrient availability required for increasing cellular biosynthetic capacity. Such a role agrees with our previous study demonstrating that Ccr4-Not functions as an RNA Pol I transcriptional co-regulator necessary for ribosomal RNA biogenesis^9^.

Although both the Not4 RING and RRM-C contribute to proteasome regulation, how they affect Pol II-dependent gene regulation is less clear. Our gene-specific analyses validated the RNA-seq data in that the RRM-C domain negatively (*IMP3*) or positively (*RNR1*) regulated the steady-state expression of these genes. Intriguingly, on these same genes we find that the RING domain had minimal or no effect on their expression, yet when combined with the RRM-C mutant the double mutant opposed the changes in gene expression caused by RRM-C disruption alone. While the RING mutant did not alter their expression, it increased Pol II levels at the promoter and 3′ end of these genes suggesting wild-type Not4 negatively regulates Pol II binding. This interpretation would be in line with the role Ccr4-Not has as a negative transcriptional regulator, and it would be consistent with our results demonstrating Ccr4-Not requires the Not4 RING domain to associate with Pol II. The RRM-C mutant had a lesser effect on Pol II binding, with Pol II increasing only at the 3′ end of these genes. These results suggest the possibility that Not4RRM cells may have a mild transcription elongation and/or termination defect. Clearly, in the individual and combinatorial mutants we detect a discordance between the levels of Pol II bound to these genes and their steady-state expression. Although the mechanism explaining these differences is under investigation, we believe the most likely explanation is that Ccr4-Not also functions at a post-transcriptional stage to regulate the stability of these RNAs which would be consistent with its known functions^2,3^.

A previous report demonstrated that Not4 loss increased steady-state expression of snoRNAs, a phenomenon that was attributed to their decreased turnover^47^. We find that snoRNA expression increases upon either RING or RRM-C disruption, but a combinatorial mutant dramatically impairs snoRNA expression. The differences in our results compared to those previously published is that we have generated a system that impairs Not4 function without complete subunit loss. In the previous study, a *not4Δ* likely affected the stability of additional Ccr4-Not subunits which is an observation that was recently reported^51^. As such, while a *not4Δ* may increase snoRNA expression by impairing additional Ccr4-Not regulated activities, our use of Not4 point mutants presumably minimizes disruption of these other functions.

Collectively, we provide evidence that the unique Not4 ligase, which is the only eukaryotic RING ligase containing both an RRM and a C3H1 domain, utilizes these domains to regulate its *in vivo* activities. Going forward it will be key to define if the RRM-C binds RNA, and if it does so, determine how RNA binding impacts Not4-dependent substrate ubiquitylation. Alternatively, if these domains do not function in RNA binding, could they play a role in substrate recognition by the ligase? Defining novel Not4 substrates, and how the RRM-C recognizes them within Ccr4-Not, will be essential for understanding how Ccr4-Not contributes to such a diversity of biological processes.

## Materials and Methods

### Yeast strains and growth conditions

All strains used in this study are in the BY4741 genetic background. Genetic manipulations to generate genomically-tagged derivatives were performed using standard approaches^52^. Cells were cultured in synthetic complete (SC) media (0.17% YNB without amino acids or ammonium sulfate, 0.1% glutamic acid, 2% glucose, 0.2% amino acid dropout mix) with all key nutrients except for uracil (to select for plasmid maintenance) added back. Unless stated otherwise, cultures were grown to an OD_600_ = 1.0–1.6 before harvesting. All yeast media reagents were purchased from US Biologicals and Research Products Incorporated. Yeast strains used in this study are listed in Supplementary Table S1.

### Cloning

The wild-type *NOT4* open reading frame was amplified as a C-terminal mono-FLAG fusion using Q5 enzyme (New England Biolabs) and cloned into the Xba1 and Eco RI digested plasmid p416*ADH*^53^. Mutations were introduced using the QuikChange Mutagenesis kit from Agilent Technologies and confirmed by sequencing. Plasmids are listed in Supplementary Table S1.

### Chromatin immunoprecipitation (ChIP), quantitative PCR (qPCR), and RNA isolation

ChIP was performed by growing the indicated strains in 200 mL SC-uracil media and cross-linked with formaldehyde at a final concentration of 1% for 15 minutes followed by a quench with glycine at 125 mM final concentration for five minutes. Cell pellets were lysed in in 300 mM FA lysis buffer (50 mM HEPES-KOH pH 7.5, 300 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate) by bead beating. Samples were then sonicated using a Qsonica probe sonicator with a 1/8″ probe using the following settings: 4′ at 50% amplitude and 30″ on/30″ off cycle. Sonicated samples were clarified by centrifugation at 4,000xg for 15′ at 4 °C and then the soluble chromatin fraction was quantified by Bradford assay. Typically, 300–500 µg of chromatin extract was incubated with the appropriate antibody overnight at 4 °C, with 10% of the total extract set aside as an input control. Immune complexes were captured by incubation with Protein A agarose beads, washed extensively as described previously^9^, and DNA then eluted. Samples were incubated for four hours to overnight at 65 °C in the presence of high salt to reverse cross-links, and then the DNA was purified. ChIP IPs were eluted in 50 µL, and inputs in 100 µL, molecular grade water, and they were analyzed by qPCR using an Applied Biosystems StepOne Plus Real-time PCR machine. The following formula was used to calculate IP/Input percent enrichment: (=2^(Input Ct-IP Ct)^×100).

Gene expression analysis was performed using total RNA isolated from cells by bead beating in TriReagent (Sigma). The total RNA was digested with DNase I (Promega), phenol/chloroform extracted, and then resuspended in RNase free water. To generate cDNA, 1 µg total RNA was used with random hexamer primers and the ImProm II cDNA synthesis kit (Promega) in a 20 µL reaction volume per the manufacturer’s protocol. After cDNA synthesis, samples were then raised to a final volume of 100 µL, and 1 µL was used for qPCR. Gene specific targets were normalized to the *SPT15* housekeeping gene using the formula(=2^(*SPT15* Ct- Gene target Ct)^), and the Not4RRM sample was expressed relative to the Not4WT sample which was set to a value of 1. All primers used for ChIP and gene expression analyses are listed in Table S2. Statistical analyses were performed using Microsoft Excel.

### RNA sequencing (RNA-seq)

Submitted total RNA samples were analyzed on an Agilent Bioanalyzer and spectrophotometric analysis to determine RNA quality. After passing this initial screening 500 ng of total RNA was used to prepare libraries for sequencing using the Lexogen SENSE mRNA-seq library kit for Ion Torrent. Libraries were amplified for 12 cycles as the final step of library preparation. Before sequencing, small aliquots of this material were quantified by qPCR utilizing the KAPA Library Quantification kit for the Ion Torrent. Quantification of data from the qPCR was used to balance the barcodes for final pooling before sequencing. Following this final pooling, the library pools were sized to a target size of 300 bp on a Pippin Prep instrument. The sized libraries were examined on an Agilent High Sensitivity DNA chip, quantified using real-time PCR, and used for sequencing on an Ion Torrent Proton.

### Bioinformatics Analysis of RNA-Seq data

The adapter-free FASTQ files were collected from the Ion Torrent Proton, and all FASTQ files were subjected to quality assurance using FASTQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). All reads were trimmed to remove low quality data (phred score < 20). After quality assurance trimming, all samples were aligned to the S288C *Saccharomyces* transcriptome using RNA-STAR, and aligned read counts were mined for each transcript (http://www.ncbi.nlm.nih.gov/pubmed/23104886). After gathering read counts, each sample was scaled to the lowest coverage in order to remove any bias from sequencing depth difference. This resulted in each sample having 14 million aligned read counts, which then were analyzed for differential gene expression between cells expressing control and mutant Not4. Mean, variance, standard deviation and standard error of means were then calculated. The fold change and *p*-value for each gene were calculated using a two-sided Student’s *t* test assuming unequal variance. A fold change greater than fifty percent and a *p*-value less than 0.05 was used for differential expression cutoffs. The resulting list was subjected to the Benjamini-Hochberg false discovery method^54^. Only genes with a FDR less than 0.05 were allowed into the final list, which then was loaded into DAVID for functional annotation^55,56^. The functional classification list was analyzed by chi-squared analysis in order to identify any categorical groups that were significantly different.

### Immunoprecipitation and Immunoblotting

For standard immunoprecipitation and immunoblotting analysis, log phase cell extracts were prepared in immunoprecipitation buffer (150 mM NaCl, 10% glycerol, 10 mM Tris, pH 8.0, and 0.1% NP-40 containing protease and phosphatase inhibitors and 1 mM DTT) by bead beating, clarified, and then quantified by Bradford assay. Approximately 500 µg of total extract was rotated at 4 °C for a minimum of one hour to overnight for immunoprecipitations. Immune complexes were captured using Protein A conjugated agarose beads and washed extensively before resolving by SDS-PAGE. Samples were transferred to PVDF membrane and immunoblotted with the indicated antibodies. For the ubiquitin analyses, log phase yeast cell pellets were resuspended in denaturating buffer (8 M urea, 300 mM NaCl, 50 mM Tris pH 8.0, 0.5% Triton X-100) and the cell suspension was disrupted with glass beads for 3 min at 4 °C. Samples were resolved by 7.5% SDS PAGE gel and analyzed by immunoblotting. Immunoblot quantifications were performed by ImageJ analysis. Uncropped images of all immunoblots can be found in Supplementary Figs 5–9.

### 20S Proteasome Activity Assay

The Chemicon Proteasome Activity Assay Kit was used per the manufacturer’s instructions. Briefly, log phase cell extracts were prepared as described above and 100 µg cell extract was incubated for 2 hours at 37 °C in activity assay cocktail. Fluorescence was detected utilizing a 96-well Molecular Device spectraMax M2e fluorescence plate reader with a 380/460 nm filter set.

### Antibodies

Antibodies used are as follows: α-HA (Santa Cruz, sc-7392), α-ubiquitin (Santa Cruz, sc-8017), α-FLAG (Sigma, #F1804), α-G6PDH (Sigma, #A9521), α-H3 (Active Motif, #39163), α-H3K4me3 (Active Motif, #39159), α-RNA Polymerase II (Active Motif, #39097), α-Rpt2 (Enzo Life Sciences, #BML-PW8260), and α-20S (Enzo Life Sciences, #BML-PW8195). The α-Rpt6 antibody was described previously^25^.

### Data availability

Sequencing data have been uploaded to the NCBI’s GEO database and are available using the accession number GSE102192. All other data generated in this study are included in the published article or are available in the associated supplementary material. All yeast strains and plasmids generated in this study are available to the scientific community upon request.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: The conserved RNA recognition motif and C3H1 domain of the Not4 ubiquitin ligase regulate in vivo ligase function
**Source:** Sci Rep. 2018 May 25;8:8163. doi: 10.1038/s41598-018-26576-1
**Supplement:** Supplementary file 1 — Supplementary Information

Supplemental Information for:

**The conserved RNA recognition motif and C3H1 domain of the Not4 ubiquitin ligase  
regulate *in vivo* ligase function**

Hongfeng Chen<sup>#</sup>, Tirupataiah Sirupangi<sup>#</sup>, Zhaohui Wu<sup>#</sup>, Daniel L. Johnson<sup>†</sup>, and  
R. Nicholas Laribee<sup>#\*</sup>

University of Tennessee Health Science Center; <sup>†</sup>Molecular Bioinformatics Core and the  
University of Tennessee Health Science Center Office of Research, University of Tennessee  

A

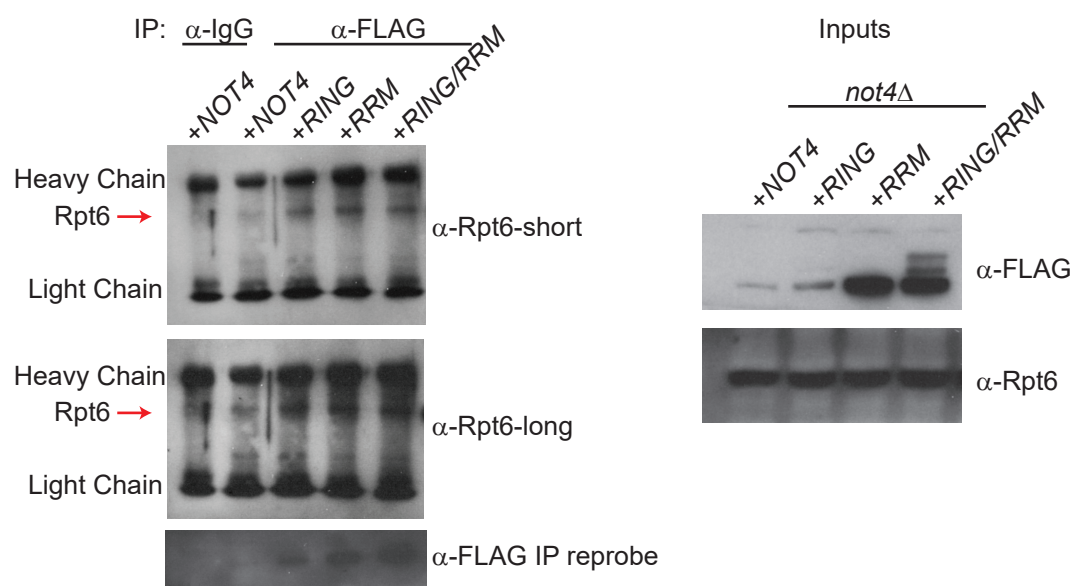

B

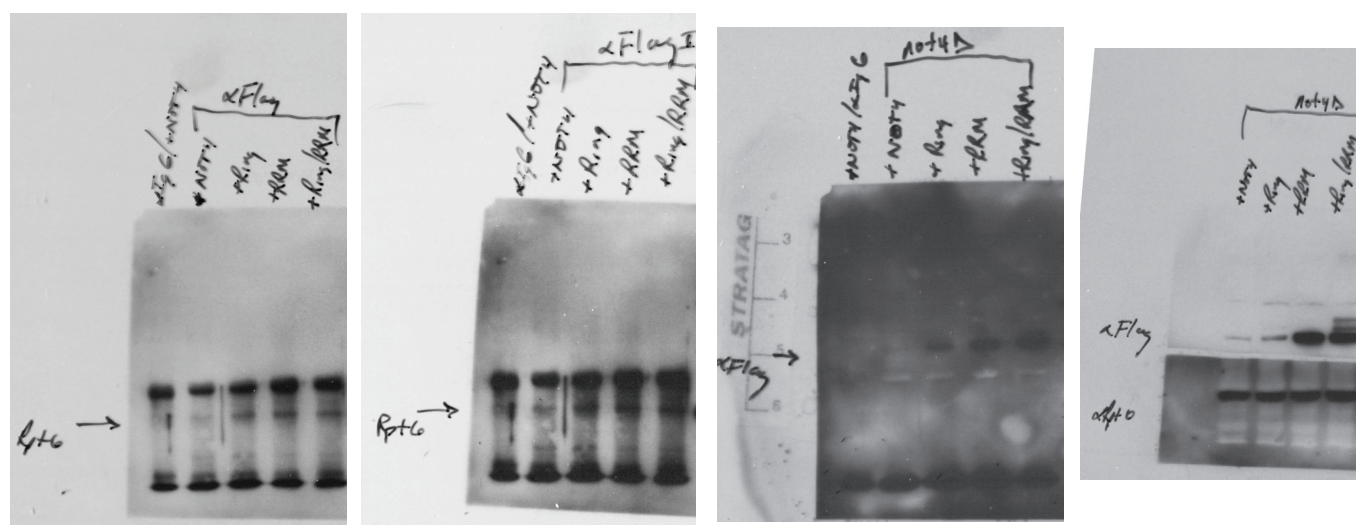

**Supplementary Figure S1. Not4WT and the Not4 mutants associate with the proteasome.**

**A.** Not4 IP and immunoblot for the 19S proteasome subunit Rpt6. **B.** Raw immunoblots from A.

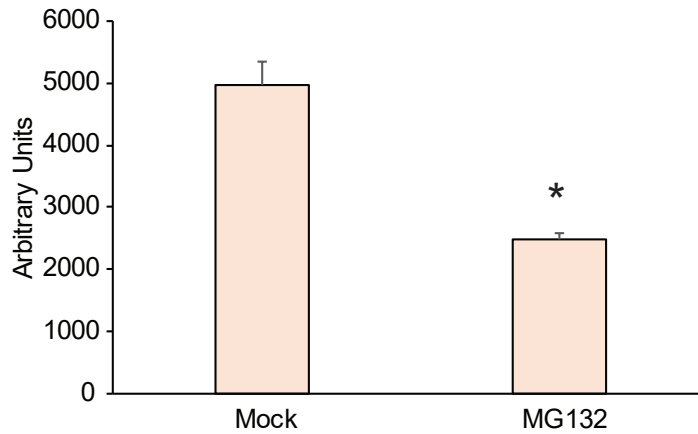

**Supplementary Figure S2. Proteasome activity is sensitive to inhibition with the proteasome -specific inhibitor MG132.** Extracts from wild-type cells were mock treated or treated with 50  $\mu$ M MG132 for one hour before performing the activity assay as outlined in the Methods. Data are the average and SD of two independent experiments with significance determined by two-sided Student's t-test. \*-  $p < 0.05$ .

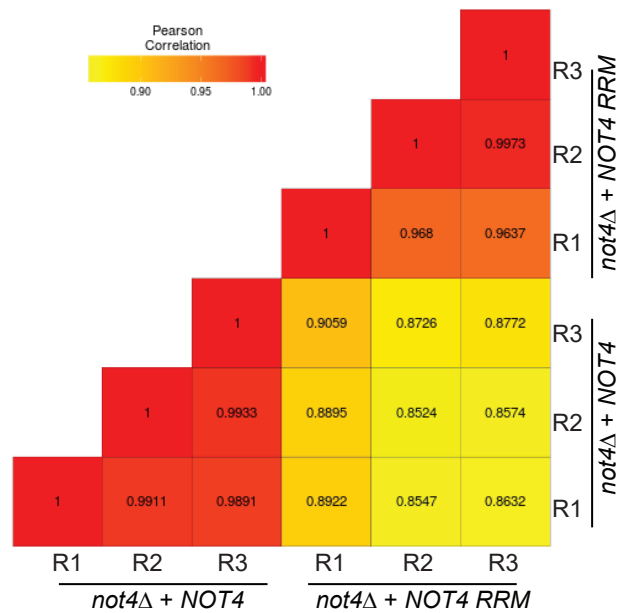

**Supplementary Figure S3. Pearson correlation analysis of Not4RRM RNA-seq data.** The RNA-sequencing results from the triplicate cultures of *not4* cells expressing either Not4WT or Not4RRM were subjected to Pearson correlation analysis. R- replicate.

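The coefficients computed from the deposited values depended on the genes and the scale used. Over all 5913 genes, on the scaled counts, Pearson r was 0.733 at its lowest and 0.986 at its highest between a Not4WT and a Not4RRM sample. On log2(CPM + 1) values, r was 0.972 to 0.987 between Not4WT replicates and 0.952 to 0.995 between Not4RRM replicates. Over only the 355 genes that pass the steps of the paper's methods, a set chosen after the values over all genes had been seen, r was 0.989 to 0.993 between Not4WT replicates, 0.964 to 0.997 between Not4RRM replicates and 0.852 to 0.906 between the groups. These are correlations across genes, which are not independent replicates.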

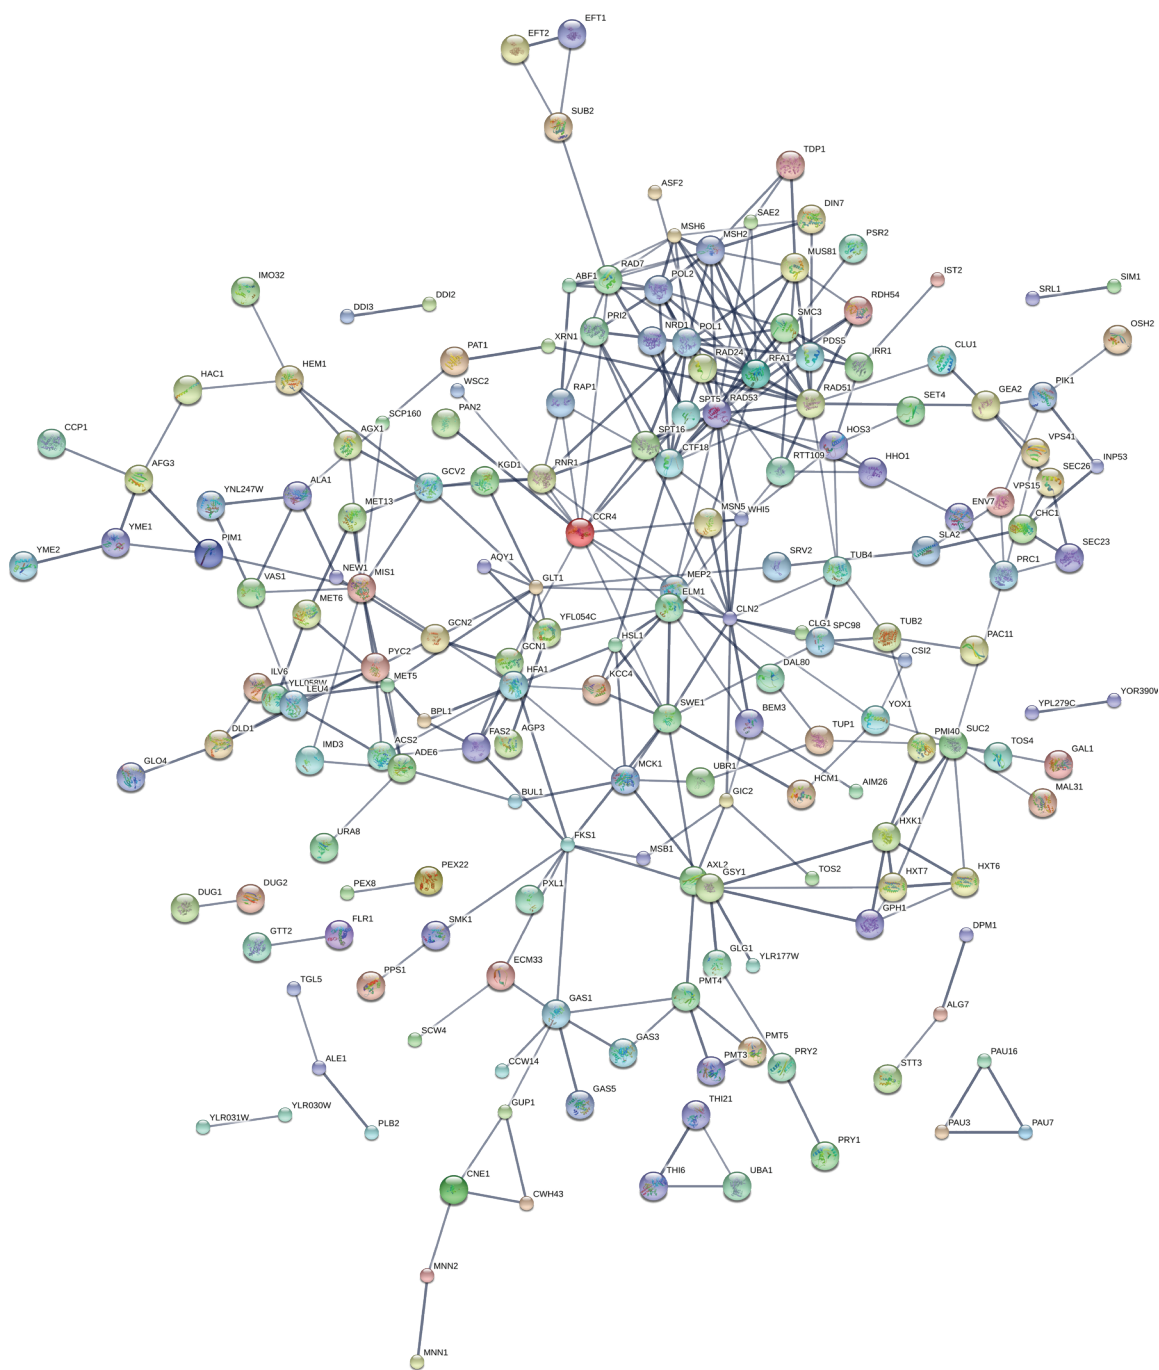

**Supplementary Figure S4. STRING analysis of the Not4RRM downregulated gene set.** STRING analysis of the Not4RRM downregulated gene set. All 225 genes were submitted to the STRING database (<https://string-db.org/>) for high-confidence network analysis with the non-connected nodes removed.

A

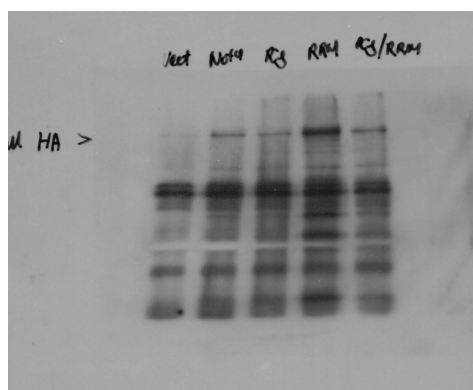

B

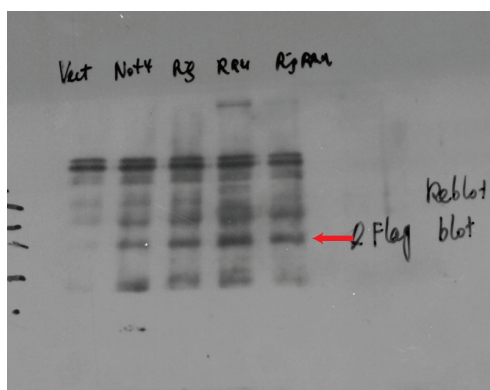

C

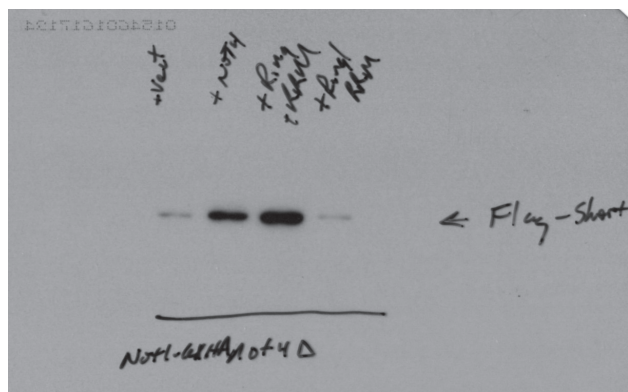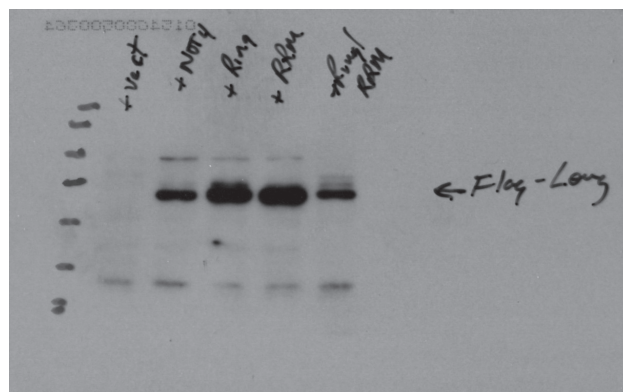

D

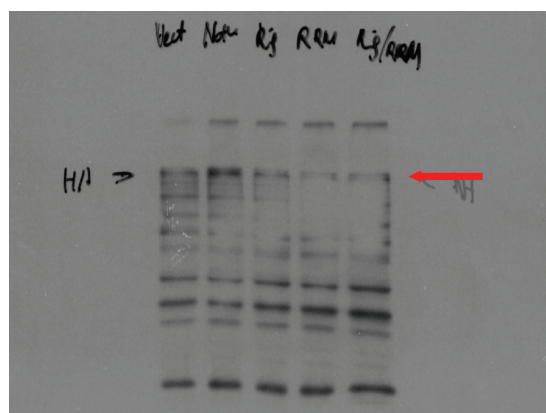

E

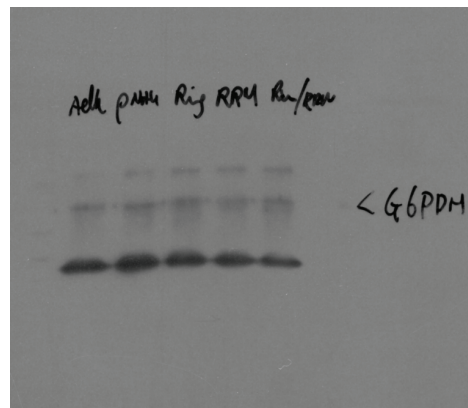

**Supplementary Figure S5. Full-length immunoblots for Figure 1E.** A and B. Blots from immunoprecipitation. C-E. Input blots. Note that the red arrows in panels B and D denote Not4-FLAG (B) and full-length Not1-6XHA (D).

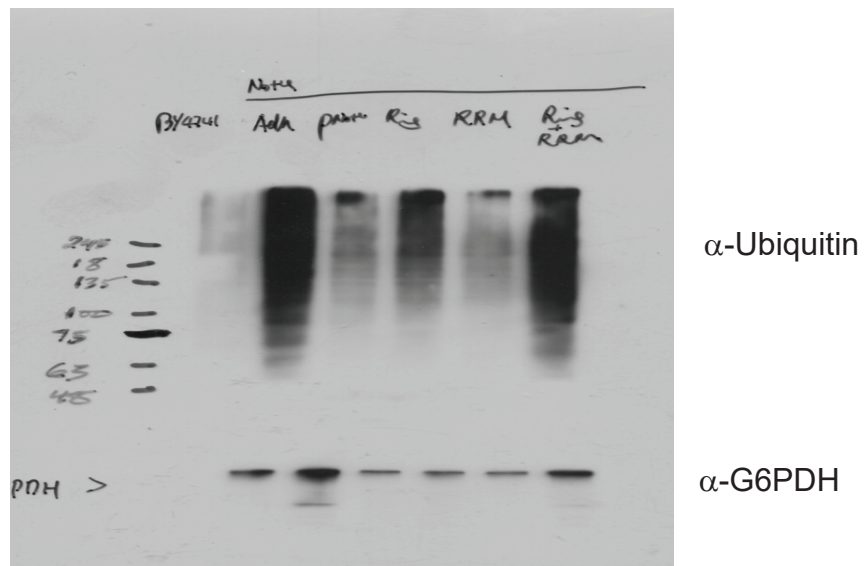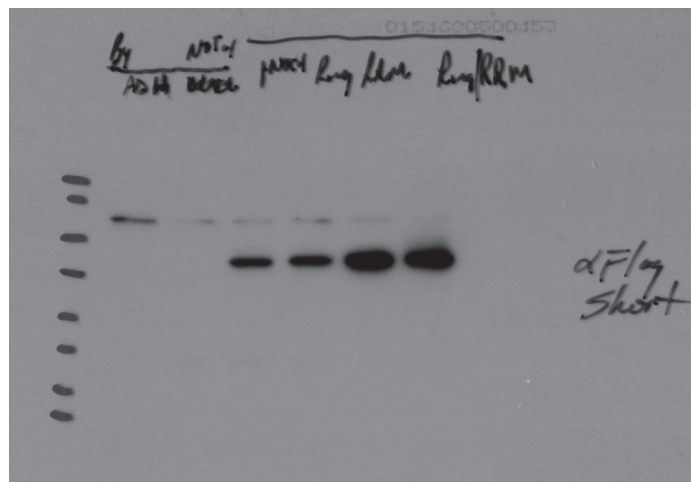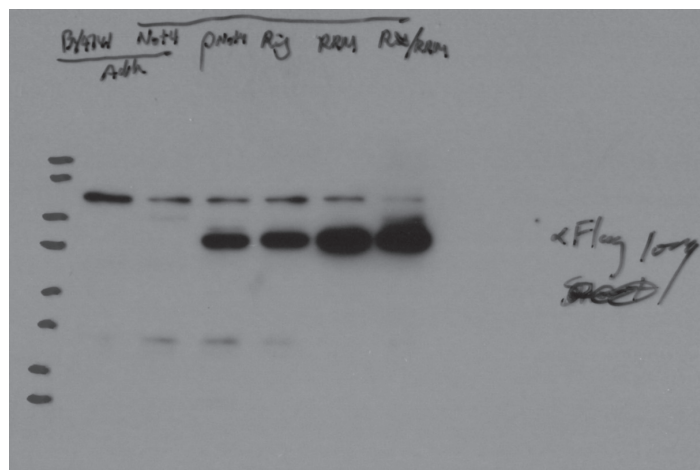

**Supplementary Figure S6.** Full-length immunoblots for Figure 2A.

A

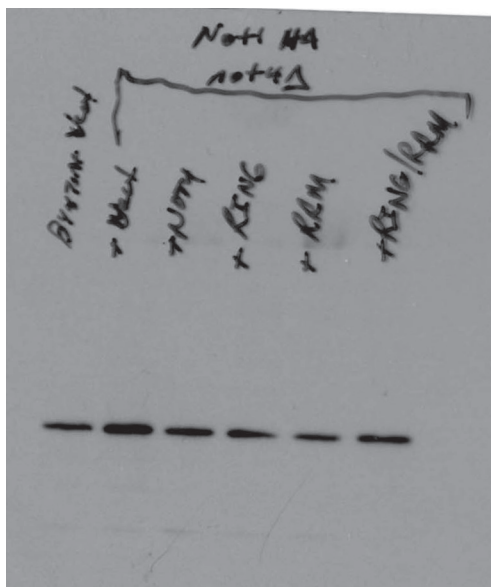

α-19S (Rpt2)

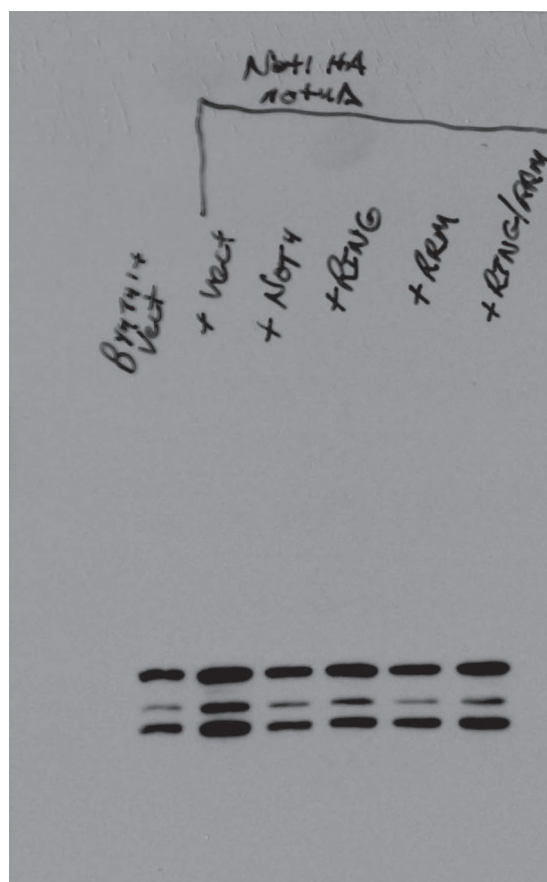

α-20S

B

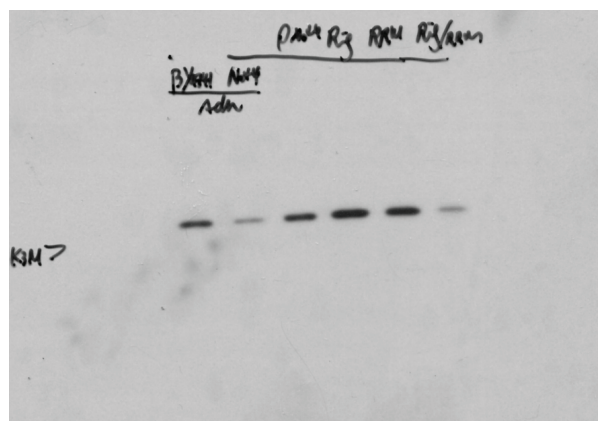

α-H3K4me3

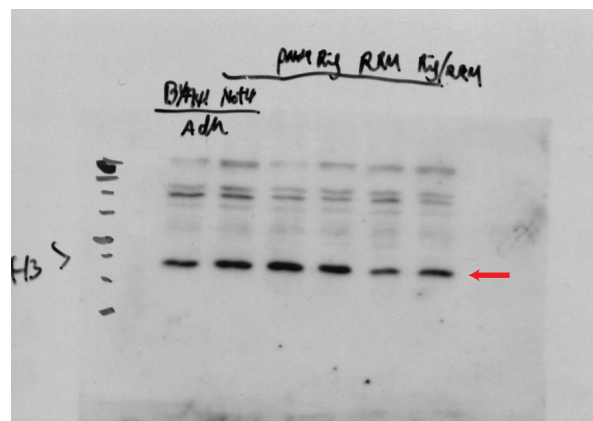

α-H3

**Supplementary Figure S7. Full-length immunoblots for Figure 2C and 2D. A.** Immunoblots for proteasome subunits in Figure 2C. **B.** Immunoblots for histone from blots in Figure 2D. Red arrow denotes the histone H3 specific band.

A

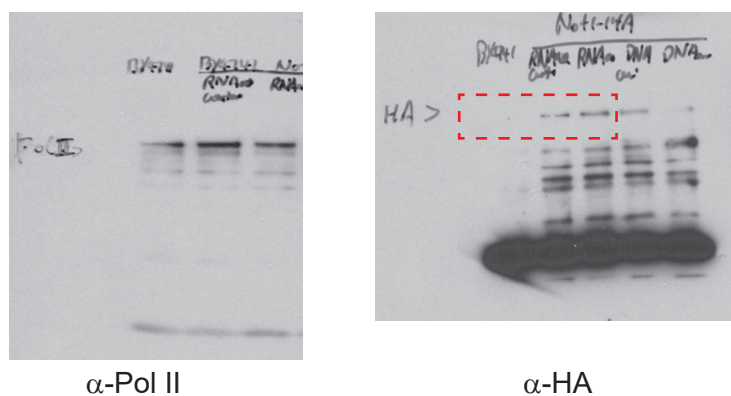

B

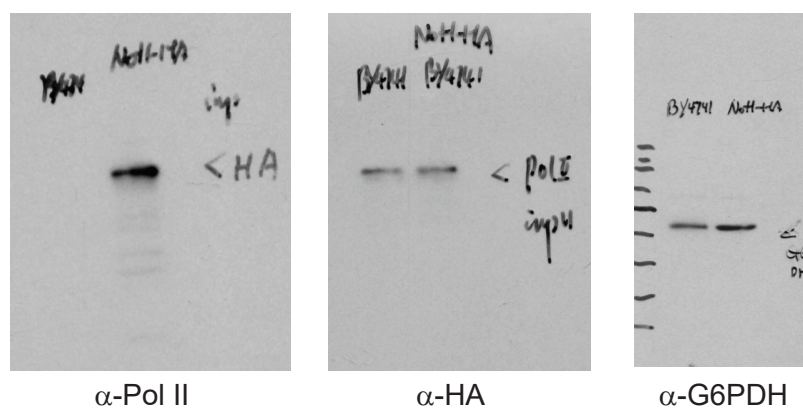

**Supplementary Figure S8. Full-length immunoblots for Figure 5B. A.** Immunoblots for the immunoprecipitation data in Figure 5B. Note that the boxed area indicates the  $\alpha$ -HA presented in 5B. **B.** Full-length blots for the input results in Figure 5B.

A

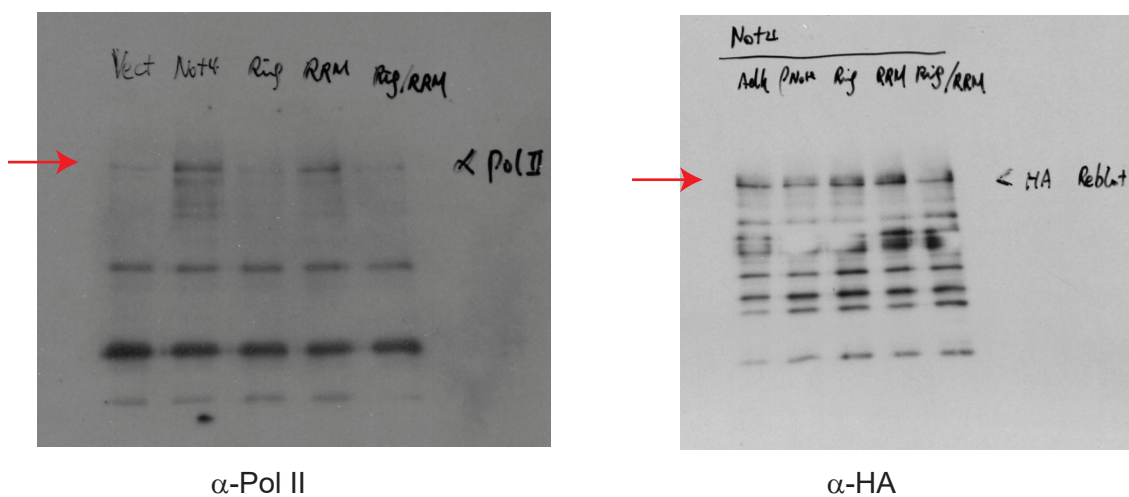

B

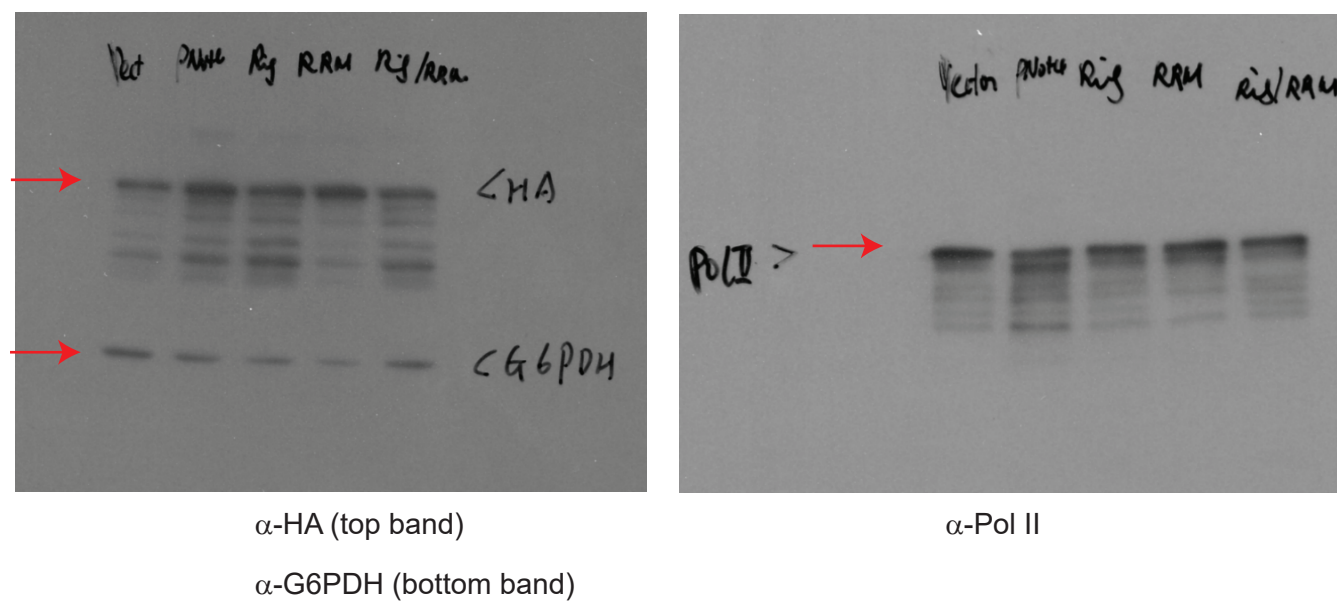

**Supplementary Figure S9. Full-length immunoblots for Figure 5C. A.** Immunoblot data from the immunoprecipitation results shown in Figure 5C. **B.** Input blots for Figure 5C. Note for both A and B, red arrows denote the results presented in Figure 5C.

**Supplementary Table S1. Yeast strains and plasmids.**

| <b>Strain</b>  | <b>Genotype</b>                                                                   | <b>Source</b>    |
|----------------|-----------------------------------------------------------------------------------|------------------|
| BY4741         | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0</i>                                          | Open Biosystems  |
| <i>not4Δ</i>   | BY4741; <i>not4Δ::KANMX</i>                                                       | Open Biosystems  |
| YNL794         | BY4741; <i>NOT1-6XHA::HphNT1</i>                                                  | This study       |
| YNL796         | <i>NOT1-6XHA::HphNT1; not4Δ::KANMX</i>                                            | This study       |
|                |                                                                                   |                  |
|                |                                                                                   |                  |
| <b>Plasmid</b> | <b>Description</b>                                                                | <b>Reference</b> |
| p416ADH        | <i>AmpR CEN6/ARSH4 URA3 ADH1prom; CYC1term</i>                                    | (33)             |
| pNOT4          | <i>AmpR CEN6/ARSH4 URA3 ADH1prom-NOT4-FLAG; CYC1term</i>                          | This study       |
| pNOT4RING      | <i>AmpR CEN6/ARSH4 URA3 ADH1 prom-NOT4 I64A-FLAG; CYC1 term</i>                   | This study       |
| pNOT4RRM       | <i>AmpR CEN6/ARSH4 URA3 ADH1 prom-NOT4 G167A/F202A/C244A-FLAG; CYC1 term</i>      | This study       |
| pNOT4RING/RRM  | <i>AmpR CEN6/ARSH4 URA3 ADH1 prom-NOT4 I64A/G167A/F202A/C244A-FLAG; CYC1 term</i> | This study       |

**Supplementary Table S2. Primers used in this study.**

| Primer           | Sequence                                                                         | Reference  |
|------------------|----------------------------------------------------------------------------------|------------|
| NOT1 S2          | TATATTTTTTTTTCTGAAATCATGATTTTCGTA<br>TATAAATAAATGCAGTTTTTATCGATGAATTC<br>GAGCTCG | This study |
| NOT1 S3          | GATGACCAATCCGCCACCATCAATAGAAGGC<br>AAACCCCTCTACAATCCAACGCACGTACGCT<br>GCAGGTCGAC | This study |
| qNOT4 5'for      | AAGCAATCCACAACGCCTTA                                                             | This study |
| qNOT4 5'rev      | CAACGGCCATTTAATTCTGG                                                             | This study |
| qNOT4 3'for      | AACCGTCTCACAGCAAATCC                                                             | This study |
| qNOT4 3'rev      | ACCGGCGATAATTTTCCTTC                                                             | This study |
| qIMP3prom for    | CTATTTCCGCTCGCCTTTC                                                              | This study |
| qIMP3prom rev    | TGTGATTATGCCTGGTGGT                                                              | This study |
| qIMP3orf for     | TCAACGATCCAGCCTACCTC                                                             | This study |
| qIMP3orf rev     | ATCGTCGATTTGGTTTCTGT                                                             | This study |
| qRNR1prom<br>for | GGAGCTAATATTTTCATTGTTGGAAA                                                       | This study |
| qRNR1prom<br>rev | TGTTGTTTCGTTGGTGTCTCTCT                                                          | This study |
| qRNR1ORF for     | GCTCCAACAGGTAGCCACTC                                                             | This study |
| qRNR1ORF<br>rev  | AAATGTGCGAACTCGGTTTCC                                                            | This study |
| qsnR9for         | ATAGAACTTTCTACGCCTTTTCCTC                                                        | This study |

|          |                          |            |
|----------|--------------------------|------------|
| qsnR9rev | GAAGGACTAATGATAGGTGGGTCA | This study |
| qU14for  | TCACGGTGATGAAAGACTGG     | This study |
| qU14rev  | GGTCTCTAAAGAAGAGCGGTCA   | This study |

How the deposited data were processed for this re-analysis (not part of the article)

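The RNA-seq of *not4Δ* cells expressing Not4WT or Not4RRM from a plasmid was analysed, with 3 cultures of each, 6 samples in all. The samples were grouped by the names given to them by the authors, which match the columns of the deposited table, and none was left unmapped.

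The authors trimmed low quality bases from Ion Torrent Proton reads, aligned the reads to the S288C transcriptome with RNA-STAR, and counted the aligned reads per transcript. They then scaled every sample to the sample with the lowest coverage, and the table they deposited holds these scaled values, rounded to whole numbers, with no pooling of replicates. The deposited values were therefore treated as a score on a scale common to the 6 samples and not as raw counts, since the totals of the samples differ by 66 at most. The version of the aligner and the release of the transcriptome are not named in the paper's text. The depth of each sample before scaling is unknown, so the counting error of a value could not be given, and the spread between replicates is the only error used. Scaling removes the differences in total but keeps any difference in composition, such as the share of reads in the 10 highest genes, which was 18.2% to 24.8% per sample.

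The table lists 5913 genes and 1 row without a gene name, which was left out. Of the gene identifiers, 5907 matched the annotation of the R64 assembly, and 6 did not. Coordinates, coding lengths, GC content and gene symbols are from that assembly. Genes were tested where at least 3 samples had a value of at least 10 and the total was at least 15, which left 5805.

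The design written in advance was for raw counts and a model of counts. Because the values are scaled, the comparison was made instead with limma 3.58.1 in R 4.3.3. Each sample's values were divided by a TMM factor (a weighted mean of log ratios after trimming 30% of the ratios and 5% of the levels at each end, written out in code), a pseudocount of 1 was added, and log2 values were fitted with group as the single term, with a prior variance that follows the mean level. P-values were adjusted by the Benjamini-Hochberg method over the tested genes. The threshold was an adjusted p under 0.05 and a change of at least 1.5-fold. All 6 samples entered the fit. Gene sets were tested with limma's camera (preset correlation 0.01, two-sided, adjusted over the 11 sets), on ribosomal proteins, ribosome biogenesis with and without the genes of Table 1, Ccr4-Not, the proteasome, elongation factors, polymerase alpha and primase, the *PMT* family, cohesin, Pho85 cyclins and B-type cyclins. Single genes were also compared with exact permutation tests, two-sided, where 3 samples against 3 give a p of 0.1 at the lowest. Means and SD are of the deposited values.

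The paper's steps were run as its methods give them, that is, an unequal-variance test per gene on the deposited values, a 1.5-fold change and an unadjusted p under 0.05, and then the Benjamini-Hochberg adjustment within the resulting list. The GO, chi-squared and STRING analyses were not repeated, and neither was the alignment.

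The comparison, the gene sets, the rule for the genes named and a first list of alternatives were chosen before the data were examined. The genes named are *NOT4*, *URA3*, *SPT15*, those of Table 1 and of the cyclin-Cdk part of Fig. 3D, the members of the sets reported, and the 5 genes with the largest rise and the 5 with the largest fall past the threshold, of which there were none because no gene passed. The alternatives were other scalings (median of ratios, equal totals), limma-voom, the paper's steps, the paper's test adjusted over all genes, other filters and fold thresholds, a replicate block, removal of the trend with coding length from each sample by loess (span 0.5), both together, and each sample left out in turn. Added after the data were seen were pseudocounts of 0.5 and 10, a constant prior variance, sample quality weights, removal of the trend with GC content, centring of the genes of chromosome VIII, the share of the 10 highest genes as a covariate and some combinations of these.

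The code was tested on simulated data, drawn with a dispersion of 0.02 and no differences between libraries in composition, so the counts of calls below hold for that setting only. With 200 genes changed 3-fold, 199 of the 200 were called in the right direction among 5792 tested genes, and 5 unchanged genes were called. Without any change, 0 of 5794 genes were called. A shift of 0.6 added to the genes of chromosome VIII was recovered as 0.60 after the length trend was removed, and an added trend with length (Spearman rho -0.44) fell to 0.01. The values of replicates were compared to look for libraries deposited more than once. The mean chi-square per gene between replicates was 25.6 at its lowest, between Not4RRM replicates 2 and 3, against 1 for independent counts. This is a rough guide only, since the scaled values are not counts and their counting error is unknown. All 6 were kept as separate samples. Other tools were Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3.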

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

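The tests on chromosome VIII were chosen only after the result was seen, while the comparison of *URA3* with *NOT4* was set in advance.

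Genes of chromosome VIII were higher in Not4RRM, a pattern among genes the paper does not discuss as a group, and above the level in the Not4WT control samples. Their median log2 fold change was 0.62 above that of the other nuclear genes, which is 1.54-fold. Relative to Not4WT the shift was 0.29, 0.79 and 0.80 in Not4RRM replicates 1, 2 and 3, and 0.02, 0.02 and -0.02 in the Not4WT replicates (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Of the 275 tested genes of the chromosome, 97.5% had a positive log2 fold change, against 52.6% of the other nuclear genes, which argues against a few genes with large changes as the source. A trend with gene length or GC content is argued against by shifts of 0.62 and 0.65 once each trend had been removed. The scaling between libraries is argued against by the other 15 nuclear chromosomes, whose highest median was 0.080, and with scaling to equal totals alone the shift was 0.63. The rise was also present in the lowest, middle and highest tercile of expression, at 0.49, 0.70 and 0.69. A candidate explanation is an extra copy of chromosome VIII in the Not4RRM cells, which would raise the whole length of the chromosome. Only this extent was tested, and any rise of the whole chromosome would meet it. The size of the shift was not compared with that of an extra copy. In the comparison of the groups, 11 consecutive windows of 25 genes on chromosome VIII had medians from 0.44 to 0.75, and the highest of 212 windows on other chromosomes was 0.33. By library, this held for Not4RRM replicates 2 and 3, where the lowest window of chromosome VIII was 0.59 and 0.57 and the highest window elsewhere 0.39 and 0.37. It did not hold for Not4RRM replicate 1, where the windows of chromosome VIII ranged from -0.0082 to 0.59 and 147 of the 212 other windows were at or above the lowest. With the length trend removed, 8 of the 11 windows in that library lay above its highest window elsewhere, at 0.27, and the lowest was 0.078. In Not4RRM replicate 1 an extra copy and other explanations cannot be told apart, since its rise does not cover the whole chromosome and only 1 such library was measured. The extra copy is a hypothesis found and tested on the same expression values. No DNA was measured, the smaller shift in Not4RRM replicate 1 was not explained by any test, and a change in the regulation of the whole chromosome by the Not4RRM mutation stays open as untested.

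The shift bears on the list of higher genes. Of the 130 genes that were higher by the steps of the paper's methods, 55 lie on chromosome VIII, and 0 of the 225 lower genes do. When the genes of chromosome VIII were centred on the other nuclear genes in each sample and scaled by TMM, 5 of the 55 still passed, and 261 genes passed in all, of which 198 were among the 355.

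*URA3*, the marker of the plasmid, is a gene the paper does not report on, and its reads were above the Not4WT level in every Not4RRM replicate. It lies on chromosome V from 116167 to 116970 in R64, but the strain lacks the chromosomal copy. The scaled counts were 1047, 1270 and 1056 in Not4WT and 9251, 4506 and 3990 in Not4RRM. The log2 fold change was 2.42 (standard error 0.31, adjusted p = 0.0715 from limma, 0.00858 without Not4RRM replicate 1, and from 0.000149 to 0.562 over the alternatives), a 5.26-fold difference of the means. It ranged from 2.05 without Not4RRM replicate 1 to 2.63 without Not4RRM replicate 3. A higher copy number of the plasmid in Not4RRM cells may explain the higher *NOT4* mRNA. Both genes lie on the plasmid, so copy number alone would raise them alike. *URA3* rose along with *NOT4*, but its log2 fold change exceeded that of *NOT4* by 0.55. Without Not4RRM replicate 1 the log2 fold changes were 2.05 for *URA3* and 1.97 for *NOT4*. Gene length bias between the libraries argues little against a higher copy number, since *URA3* rose by 2.26 and *NOT4* by 1.92 after the length trend was removed. The extra rise of *URA3* came from 1 library. The log2 ratio of *NOT4* to *URA3* was 1.85 in Not4RRM replicate 1 and between 3.09 and 3.56 in the other 5 samples. Copy number alone leaves the low ratio in that library unexplained. A change in the stability or transcription of both mRNAs through the mutation was not tested and stays open, as no plasmid DNA was measured.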

How the results depend on the processing

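The alternatives described here as added, the block check and the counts over other splits by unadjusted p, by the paper's steps and by gene sets were chosen only after the result was seen.

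The count of differentially expressed genes was 0 in 22 of 27 alternatives and in 15 of the 18 listed in advance, with 923 genes at an unadjusted p under 0.05 in the fit as reported. The steps of the paper's methods gave 355 genes, 130 higher and 225 lower, where the adjustment is made within a list already selected on p. Removal of the length trend gave 5 genes, *RPF1*, *NOT4*, *IMP3* and *URA3* higher and *CCW22* (YDR134C) lower, of which *CCW22* was singled out after its values were seen. Leaving out each sample in turn gave from 0 to 357 genes, where 357 was without Not4RRM replicate 1 (227 higher, 130 lower) and each of the other 5 fits gave 0. Of the 227, 132 lie on chromosome VIII. Among alternatives added later, sample quality weights gave 1061 genes (771 higher, 290 lower) with a weight of 0.133 for Not4RRM replicate 1, and removal of the length trend without this sample gave 414 (251 higher, 163 lower). All of these settings either give Not4RRM replicate 1 less weight or remove a trend that is strongest in it, except the paper's steps. Why this library differs was not tested. With it left out, the spread within Not4RRM rests on replicates 2 and 3, the most alike pair of samples.

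The balance of higher and lower genes by the paper's steps moved with the scaling, from 36.6% higher on the deposited values to 62.5% on TMM-scaled values, where 205 genes were higher and 123 lower.

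Of 21 single genes examined under each alternative, all but 2 kept their direction. *CDC39*, at -0.33, ranged from -0.66 to 0.22 with each sample left out, 0.22 being without Not4RRM replicate 1. It was 0.18 with sample quality weights and 0.12 with the length trend removed without the 1st Not4RRM sample. *SPT15*, at -0.16, was 0.035 with the share of the 10 highest genes as a covariate. The genes *CCL1*, *TFB5*, *CDC5* and *SPC97* of the cyclin-Cdk part of Fig. 3D rose by 0.73, 1.58, 0.77 and 0.84, and each passed by the paper's steps, while none passed limma's threshold in the fit as reported. *SPC97* lies on chromosome VIII, and its log2 fold change was 0.23 with that chromosome centred. *NOT4* passed the threshold with log2 fold changes of 1.73 by the paper's steps, 1.92 with the length trend removed, 1.90 with sample quality weights, and 2.00 with the length trend removed and without the 1st Not4RRM sample. *IMP3* passed in the same 4 settings with 1.53, 1.38, 1.57 and 1.39. *RNR1* passed by the paper's steps (-1.43), with the quality weights (-1.36) and with the length trend removed without the 1st Not4RRM sample (-1.33). *URA3* passed with the length trend removed (2.26), with the quality weights (2.14) and with both the trend and the sample removed (1.99). *CCR4* passed only by the paper's steps, at -0.69. With each sample left out in turn, *NOT4* ranged from 1.69 to 1.97, *URA3* from 2.05 to 2.63, *IMP3* from 1.54 to 1.73 and *RNR1* from -1.43 to -1.24. All 4 passed without Not4RRM replicate 1, at 1.97, 2.05, 1.61 and -1.33, and none passed in the other 5 fits.

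Of the reduced genes of Table 1, 23 passed by the paper's steps, 8 with quality weights, 7 with the length trend removed without the 1st Not4RRM sample, and 0 to 5 with each sample left out, 5 being without Not4RRM replicate 1. Of the increased genes, 18, 18 and 13 passed in the same 3 settings, 2 with the length trend removed, and 0 to 11 with each sample left out, 11 being without Not4RRM replicate 1. Among these 11 were all 8 of the increased genes on chromosome VIII. With all samples 0 passed, while 21 of the reduced and 18 of the increased genes had an unadjusted p under 0.05.

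Of the 11 gene sets, 7 passed as reported, 0 with the correlation between genes estimated from the data, and 4 each with the length trend removed, with the length trend removed and chromosome VIII centred, and without Not4RRM replicate 1. From 4 to 7 passed across the fits that left out a sample. The lowest r between replicates, 0.806 on scaled counts, was 0.952 on log2 values and 0.943 as Spearman's rho, and 0.964 over only the genes that pass the paper's steps, a set added later. The rank correlation of log2 fold change with length ranged from -0.49 to -0.18 with each sample left out, and -0.18 was without Not4RRM replicate 1. The medians of 3 sets near 0, none of them past the threshold in any alternative, changed sign. The elongation factor set went from 0.02 to -0.11 with scaling to equal totals, and with each sample left out it ranged from -0.035 to 0.041. The Ccr4-Not set, at -0.0074, ranged from -0.079 to 0.016 with each sample left out, and the Pho85 cyclin set, at -0.029, from -0.12 to 0.046. Counting each result under each alternative, 81 values of the gene sets and of single genes changed, 43 stronger, 24 weaker and 14 reversed. This count leaves out *NOT4*, *URA3*, *IMP3*, *RNR1* and *CCR4*. The 14 are the sign changes of *CDC39*, *SPT15* and the 3 sets described above. The causes were not tested.

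The replicate numbers did not pair the samples. The deviations of samples with the same number from their group means correlated at 0.07, -0.15 and 0.38 across genes. With the replicate number as a block, 0 genes passed, and the log2 fold change of *NOT4* stayed at 1.87. With the block and the length trend removed together, 4 of the gene sets passed and no gene did.

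The 6 samples can be split into 3 and 3 in 10 ways, so no share under 0.1 can be reached. The fit as reported gave 0 genes for the real split, and all 10 of the 10 splits gave as many, which tests nothing. By the paper's steps, 2 of the 10 splits gave as many genes as the real one, with 445 for Not4WT replicates 1 and 2 and Not4RRM replicate 1 against the other 3. By an unadjusted p under 0.05, 2 of the 10 did, with 1058 in that split against 923. Once the length trend was removed, limma called 343 genes in that split, against 5 in the real one. By gene sets, only the real split, 1 of the 10, reached 7, while the other splits passed 0 to 5 sets. With the length trend removed, the real split passed 4 sets, and the highest count among the others was also 4. The split of Not4WT replicates 1 and 2 and Not4RRM replicate 1 also separates the samples by the share of reads in the 10 highest genes. This share was 18.2% to 19.6% in these 3 samples and 23.3% to 24.8% in the others. Neither the labels nor the paper name a batch that matches it. With this share as a covariate, an alternative added later, 0 genes passed, and *NOT4*, *IMP3* and *RNR1* had log2 fold changes of 1.91, 1.67 and -1.18.

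DESeq2's test, listed in advance, was not run because it needs raw counts, and the test against a fold of 1.5 was made with limma's treat. The depth before scaling is unknown, so it cannot be said which low values lie within counting error.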

Differences from the paper's values

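The setting over the genes passing the paper's steps, the sample quality weights, the paper's steps on TMM-scaled values and the fit without both the length trend and the 1st Not4RRM sample were chosen only after the values were seen.

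The paper reports 353 differentially expressed genes, 128 higher and 225 lower in Not4RRM, or about 6% of all genes. Here limma's test with adjustment over all tested genes gave 0 genes, 0 higher and 0 lower, or 0%, with 923 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, the steps of the paper's own methods gave 355 genes, 130 higher and 225 lower, or 6.00%, and the fit without Not4RRM replicate 1 gave 357 genes, or 6.14%, for the total alone, with 227 higher and 130 lower. None of the others closed the gap for the total or for either direction. Of settings that were not set in advance, the paper's steps on TMM-scaled values gave 328 genes, and removal of the length trend without the 1st Not4RRM sample gave 414.

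The paper states a Pearson r of 0.96 or greater between replicates, and the lowest value here over all genes on the scaled counts was 0.806. Among the alternatives set before the data were examined, log2 values gave 0.952 and Spearman's rho 0.943, both nearer to 0.96 but still below it. Leaving out the 10 highest genes gave 0.757, which was further from it. Over only the 355 genes that pass the paper's steps, a set chosen after seeing the values, the lowest r was 0.964.

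Read by eye from Supplementary Fig. S3, the lowest r is about 0.99 between Not4WT replicates, about 0.96 between Not4RRM replicates and about 0.85 between a Not4WT and a Not4RRM sample. The values here over all genes were 0.806, 0.884 and 0.733. For Not4RRM replicates, r on log2 values and Spearman's rho were nearer to the figure's value but still below it, at 0.952 and 0.943. None of the alternatives set before the data were examined closed the gap for Not4WT replicates, where log2 values gave 0.972, or the gap between the groups. Over the 355 genes, chosen after seeing the values, the 3 values were 0.989, 0.964 and 0.852.

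The paper names *CCR4*, *SPT16* and *SPT5* as reduced and *PCL9*, *PCL5* and *CLB1* as increased. The directions here were the same, but none of the 6 passed limma's threshold, with adjusted p from 0.0914 for *PCL5* to 0.296 for *CCR4*. By the paper's steps all 6 passed, and without Not4RRM replicate 1 *PCL9* and *PCL5* did. With sample quality weights, and with the length trend removed without the 1st Not4RRM sample, both chosen after seeing the values, *PCL9*, *PCL5* and *CLB1* passed. *IMP3* and *RNR1*, which the paper gives as increased and decreased, had adjusted p of 0.0715 and 0.0787 from limma. Both passed by the paper's steps and without Not4RRM replicate 1, and *IMP3* also passed with the length trend removed. Both passed in the 2 settings chosen after seeing the values as well. Of the 18 increased and 23 reduced genes of Table 1, all passed by the paper's steps, 11 and 5 passed without Not4RRM replicate 1, 18 and 8 with the quality weights, and 13 and 7 with the length trend removed without the 1st Not4RRM sample. With the length trend removed from all samples, 2 of the increased genes passed. The 11 that passed without Not4RRM replicate 1 included all 8 of chromosome VIII.

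The paper reports the transcription elongation factor complex among the reduced categories. A set of 12 elongation factor genes had a median log2 fold change of 0.02, with an adjusted p of 0.816 from limma's camera and from 0.539 to 0.932 over its alternatives, and with scaling to equal totals the median was -0.11. *PAF1* of this set was higher in Not4RRM, at 0.72.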

Other observations

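Set in advance were the rank correlation of log2 fold change with coding length and its values with samples left out and within terciles of expression. So were the ribosomal protein set with the length trend removed and the test of whether most of the called genes are lost by that removal. The other tests of this part were chosen only after the result was seen.

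The log2 fold change fell with coding length over all tested genes (Spearman rho -0.41 across 5801 genes). Against Not4WT, rho was -0.54 in Not4RRM replicate 1 and -0.17 and -0.18 in Not4RRM replicates 2 and 3. Among Not4WT libraries, each against the other ones, it was -0.15, 0.27 and -0.21, so libraries of 1 genotype differed by as much as Not4RRM replicates 2 and 3. Without Not4RRM replicate 1, rho over the group comparison was -0.18. This is what a bias with gene length between libraries would give, and such a bias may explain the trend. An effect of the mutation on long genes in 1 of the 3 cultures was not tested and stays open. The trend was -0.28, -0.41 and -0.45 in the lowest, middle and highest tercile of expression.

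The lists of longer lower genes and shorter higher genes were tested against this trend. Of the 355 genes by the paper's steps, 49.9%, or 177, still passed once the trend was removed on TMM-scaled values, so by the test written in advance most were lost, if barely. That test changes the scaling along with the trend, and 108 of the 355 genes no longer passed on TMM-scaled values alone. Of those that did pass, 161, or 65.2%, still passed once the trend was removed as well. Of the 328 genes that passed on TMM-scaled values before the trend was removed, 193, or 58.8%, still passed after it. By direction these were 54.1% of the 205 higher and 66.7% of the 123 lower genes, which argues against gene length as the whole cause in either direction. Gene length as the source of some of the calls stays open. With the length trend removed and chromosome VIII centred, 211 genes passed, 144 of them among the 355.

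Ribosomal protein genes were higher in Not4RRM as a set, with a median of 0.51 over 137 genes. Removal of the length trend lowered the median to 0.15, with an adjusted p of 0.031 from limma's camera, where the adjusted p over the alternatives for the set ranged from 7.79e-10 to 0.384. A gene length bias may therefore explain much of it. After removal, the set stood 0.34 above the Not4WT mean relative to all genes in Not4RRM replicate 1, and at -0.09 and 0.02 in Not4RRM replicates 2 and 3 (two-sided exact permutation test over the 6 samples, p = 0.9). What is left lies in 1 library, so gene length and a change in these genes cannot be told apart.

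The Pearson coefficients in Supplementary Fig. S3 differ from those over all genes, and between replicates of a group they are higher. A hypothesis is that they were computed only over the genes called different. Over the 355 genes that pass the paper's steps, r was within rounding of the value printed in the figure for 15 of the 15 pairs of samples, and over all genes for 1 of 15. On log2 values over all genes it was so for 2 of 15. In 140 of 1000 random lists of 355 tested genes the lowest r between replicates was at least as high as the 0.964 over these genes, so a high r between replicates alone would not tell such a list from others. The values between the groups, at 0.852 to 0.906, also matched. The paper's text does not name the genes used.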
